# A non-invasive mouse model that recapitulates disuse-induced muscle atrophy in immobilized patients

**DOI:** 10.1038/s41598-023-49732-8

**Published:** 2023-12-14

**Authors:** Kun-Chang Wu, Hsiang-Wen Lin, Po-Chen Chu, Chia-Ing Li, Hsiang-Han Kao, Chih-Hsueh Lin, Yu-Jung Cheng

**Keywords:** Diseases, Medical research

## Abstract

Disuse muscle atrophy occurs consequent to prolonged limb immobility or bed rest, which represents an unmet medical need. As existing animal models of limb immobilization often cause skin erosion, edema, and other untoward effects, we here report an alternative method via thermoplastic immobilization of hindlimbs in mice. While significant decreases in the weight and fiber size were noted after 7 days of immobilization, no apparent skin erosion or edema was found. To shed light onto the molecular mechanism underlying this muscle wasting, we performed the next-generation sequencing analysis of gastrocnemius muscles from immobilized versus non-mobilized legs. Among a total of 55,487 genes analyzed, 787 genes were differentially expressed (> fourfold; 454 and 333 genes up- and down-regulated, respectively), which included genes associated with muscle tissue development, muscle system process, protein digestion and absorption, and inflammation-related signaling. From a clinical perspective, this model may help understand the molecular/cellular mechanism that drives muscle disuse and identify therapeutic strategies for this debilitating disease.

## Introduction

Immobility-induced muscle wasting (or disuse atrophy) represents a major health issue for patients who are bed-ridden for a prolonged period of time due to injuries or illnesses, which could incur further complications for the underlying conditions. Disuse atrophy remains an unmet medical need, in part, because the molecular and cellular mechanisms that drive the muscle wasting in the course of immobility remain unclear. To date, a number of animal models have been reported, including those of immobilization and mechanical unloading^1,2^. To simulate immobility atrophy, unilateral or bilateral immobilization of hindlimbs in rodents was developed^3,4^. Although these models have been widely used in the literature, several intrinsic problems warrant attention. For example, the cast immobilization method is commonly associated with skin injury, limb edema, and necrosis^5,6^, which become problematic in the context of animal welfare and data analysis. Although Velcro immobilization was developed to remedy these shortcomings^7^, this model, however, still caused severe skin erosion and bleeding, which led to premature termination of experiments in our hands.

In recent years, our research has focused on developing novel therapeutic strategies for different types of age- and disease-induced muscle atrophy, as exemplified by our recent identification of a Traditional Chinese Medicine (TCM)-based agent for the prevention of muscle wasting in a mouse model of cachexia^8^. However, this endeavor requires the access to different animal models, which allow rapid assessments of the in vivo anti-muscle atrophy efficacy of candidate therapeutic agents. Thus, in the present study, we report the development of a facile, non-invasive model of muscle disuse, which overcomes the aforementioned issues. Specifically, the use of preheated thermoplastic bandage allowed the fixation time, to a great extent, to be shortened, which could be easily reproduced in a lab setting. Moreover, use of the nontoxic polyvinyl siloxane as glue did not cause skin irritation or erosion. At the end of the 7-day experiment, this thermoplastic immobilization showed a significant reduction in the muscle weight and fiber size, reflecting mobility-induced muscle atrophy. The 12 weeks-old young mice which used in this study was to mimic the immobilization-induced atrophy in young patients after fracture or joints injury, whereas unloaded-atrophy is more often in elderly patients with bed-ridden.

From a translational perspective, this model recapitulates disuse atrophy in human patients, of which the utility is at least twofold. First, as thermoplastic mobilization dose not cause skin injury or limb edema, this model could help better understand the molecular mechanism that drives disuse atrophy via genomic analysis. Second, it could be used as an advantageous platform to identify therapeutic strategies that delay the onset of muscle wasting in the course of muscle disuse. Although RNAseq analysis on characterizing gene expression profiles in muscle atrophy has been reported in human and animal models^9–12^, we combined RNAseq followed by bioinformatics analysis to identify a series of genes associated with muscle tissue development, muscle system process, protein digestion and absorption, and inflammation-related signaling. The information here we provide could contribute more to disuse-induced muscle wasting. Moreover, this newly developed model which used unilateral immobilization-induced atrophy with lower inflammation provides an effective and efficient way for screening therapeutic drugs/methods for disuse atrophy.

## Materials and methods

### Animals

This animal study followed a protocol approved by the China Medical University (CMU) IACUC (CMUIACUC-2021-095). All experiments were performed in accordance with the Guideline for the Care and Use of Laboratory Animals of Taiwan Council of Agriculture Executive Yuan and the Animal Research: Reporting of in vivo Experiments (ARRIVE) guidelines. Twenty young male C57BL6 mice (eight-week-old, weight 24.1 ± 1.9 g) were purchased from National Laboratory Animal Center, Taiwan, and housed in the CMU Animal Facility with controlled room temperature (22 ± 1 °C), humidity (50 ± 10%), and lighting (12-h light/dark cycle). Mice were housed for another 4 weeks for environment adaptation. Later, mice were randomly divided into four groups, (1) negative control (n = 5); (2) immobilization for 7 days (Dis; n = 5); (3) immobilization for 7 days followed by rest for 7 days (Dis + 7D; n = 5); and (4) immobilization for 7 days followed by rest for 14 days (Dis + 14D; n = 5).

### Thermoplastic immobilization

Thermoplastic bandage (Taipei Smart Materials Co., Ltd) was cut into 5 × 5 cm pieces, and heated under an infrared lamp to maintain softness and plasticity (Fig. 1A, B). The nontoxic impression material polyvinyl siloxane (Coltene AG, Alstatten, Switzerland) was use to glue gauze and thermoplastic bandage together. Mice were anesthetized under 3% isoflurane, and polyvinyl siloxane was quickly applied on gauze/thermoplastic bandage to immobilize the left hindlimb, with the hip and knee joints fixed at 180° (Fig. 1C). For avoiding escaping from bandage, mice were kept under anesthesia 20 min for polyvinyl siloxane hardening completely. The bandage was kept for one week, during which mice could move freely in the cage using the forelimbs and right hindlimb. These mice were monitored every day to check if the bandage became loose. At the end of the 7-day immobilization, mice were anesthetized under 2% isoflurane to remove thermoplastic bandage by cutting the adhesive edge.

**Figure 1:**
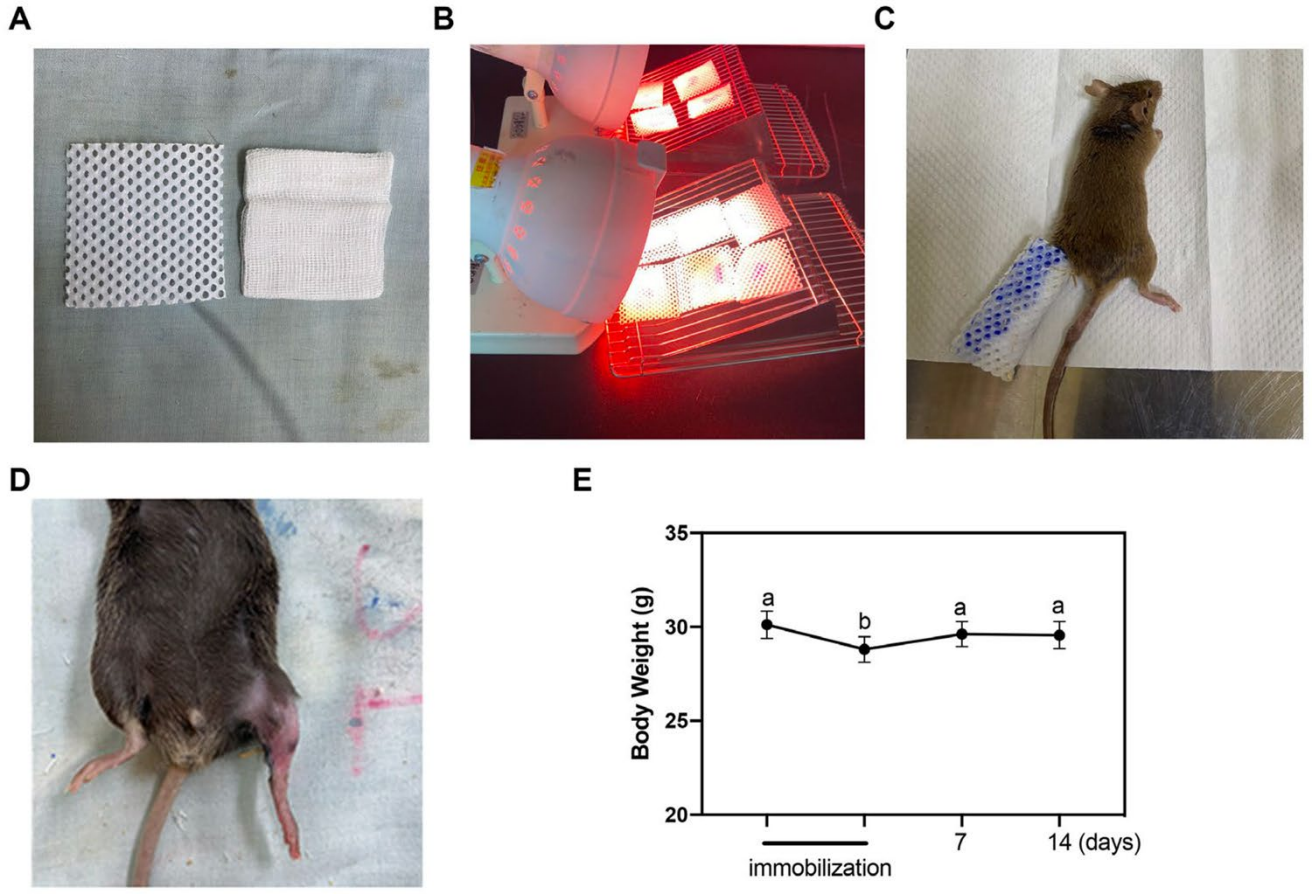
Thermoplastic bandage immobilization-induced disuse atrophy model. (**A**) Pre-cut thermoplastic bandage and gauze (size 2-inch × 2-inch). (**B**) Thermoplastic bandages were heated with infrared lamp. (**C**) Under anesthesia, polyvinyl siloxane was quickly applied on gauze/thermoplastic bandage to immobilize mice left hindlimb, with the hip and knee joints fixed at 180°. (**D**) Representative images of outlook of the immobilized hindlimb. (**E**) Statistical analyses were performed by repeated measurement one-way analysis of variance (ANOVA) followed by post hoc tests for body weight change during and after immobilization (n = 5). Different letters show statistical differences in the post hoc test when *p* < 0.05.

### Tissue collections

At the end of experiments, mice were euthanized by cervical dislocation after anaesthetization under 3% isoflurane. Tibialis anterior (TA) and gastrocnemius (GC) muscles from both hindlimbs were isolated and weighed immediately after dissection, and were then frozen in liquid nitrogen, followed by − 80 °C storage, and fixed in 10% neutral buffered formalin (Leica Biosystems) respectively, which were later used for morphological and/or RNA-Sequencing (RNA-seq) analyses.

### RNA isolation

Total RNA was extracted using Trizol® Reagent (Invitrogen, USA) according to the instruction manual. Chloroform is used for phase separation of RNA (aqueous phase) from DNA (inter-/organic phase). Purified RNA was quantified at OD260nm using a ND-1000 spectrophotometer (Nanodrop Technology,USA) and qualitated by using a Bioanalyzer 2100 (Agilent Technology, USA) with RNA 6000 LabChip kit (Agilent Technology, USA).

### Library preparation, next-generation sequencing (NGS), and pathway analyses of differentially expressed genes (DEG)

RNA samples were prepared from the TA muscles of immobilized versus lateral non-mobilized legs by following the manufacturer’s protocol (Illumina, City, USA), and subsequent library constructions were conducted by using the SureSelect Strand-Specific RNA Library Preparation Kit (Agilent, City, USA), followed by size selection using AMPure XP beads (Beckman Coulter, City, USA). RNA-seq was carried out by a commercial vendor, Welgene Biotech (Taipei, Taiwan), via the Illumina's sequencing-by-synthesis technology. Sequencing data (FASTQ reads) were generated using the Welgene Biotech's proprietary pipeline based on the Illumina's basecalling program bcl2fastq v2.20. Both adaptor clipping and sequence quality trimming were performed using Trimmomatic (v0.36). HISAT2 program was used for mRNA alignment. Differential expression analysis was performed using StringTie (v2.1.3) and DEseq (v1.39.0). Gene ontology (GO) analysis, including the cellular component (CC), molecular function (MF), biological process (BP) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis, were carried out for DEGs using ClusterProfiler v3.6. Genes with low expression level (< 0.3 TPM value) in either or both of the treated and control samples were excluded. Genes with p value ≤ 0.05 and ≥ fourfold changes were considered significantly differentially expressed.

### Quantitative real-time polymerase chain reaction (qPCR)

One microgram of total RNA was used for the synthesis of complementary DNA, and qPCR was performed according to a procedure previously described^13^. Individual mouse primers used in this study were purchased from Thermo Fisher Scientific (Waltham, MA, S1). Normalization was performed by using GAPDH as the housekeeping gene, in which folds change in expression were calculated. Determinations were performed in triplicate for each gene of interest.

### Protein–protein interaction (PPI) network analysis

The STRING tool (https://string-db.org) database^14^ was used to delineate causal relationships of DEGs between control and disused muscle. The searching limitation set included text mining, experiments, databases, and co-expression, and “Mus musculus”. The interaction score > 0.4 was applied.

### Analysis of fiber cross-sectional area

GC, TA, and Soleus muscles were embedded in paraffin and sectioned at a thickness of 3 μm. Slides were subjected to immunohistochemical staining with anti-dystrophin antibody (ab275391, abcam) to perform qualitative fiber size measurements. Anti-MYH6 antibody (ab207926, abcam) was used to identify slow muscle fibers. Sections were examined and images were captured with a BX-43 microscope (Olympus America, Melville, NY) outfitted with a SAGE Vision SGHD-3.6C high-resolution digital camera (Sage Vision Co., Ltd, Taipei, Taiwan). ImageJ software (National Institutes of Health, Bethesda, MD) was used to perform quantitative measurements. All of individual muscle fibers were manually traced, and fiber areas of 180–250 muscle fibers were recorded in each slide.

### Statistics

All data were expressed as means with standard error for continuous variables. We examined the difference between two groups by using Mann Whitney test. A repeated measures ANOVA with Holm-Sidak test was used for body weight change. Analysis was conducted by using GraphPad Prism 8 software (GraphPad Software, La Jolla, CA, USA).

## Results

### Effects of thermoplastic immobilization on body weights, muscle weights, and fiber sizes

Throughout the 7-day period of immobilization, unilaterally immobilized mice remained physically active, and showed normal grooming and eating/drinking behaviors. Although hairs of immobilized hindlimbs were peeled off upon removal of the bandage, no obvious skin erosion or edema was noted (Fig. 1D). Figure 1E shows this unilateral immobilization caused a modest (5%), yet statistically significant, reduction in body weights relative to before immobilization [28.80 g versus 30.12 g; *p* < 0.05]. However, the body weight could be gradually recovered after the bandage was removed (29.62 g, 7 days post-removal).

Evidence suggests that this body weight loss was associated with immobility-induced muscle atrophy. First, a significant reduction in the GC and TA muscle of immobilized hindlimbs (DIS) was observed (Fig. 2B,C, representative images of muscles at the time of bandage removal). The GC weight at immobilized side relative to that of the contralateral, unimmobilized counterpart (CON), at different days were shown in Fig. 2D (bar graph representing % changes at days 0, 7, and 14 after bandage removal). The GC muscle weight of immobilized hindlimbs remained significant lower at Day 7 post-bandage removal (*p* < 0.01), but was able to return to that of the unconstrained counterpart at Day 14. TA muscles showed a similar trend in weight reduction but significantly improved at Day 7 and Day 14 post-bandage removal (Fig. 2E, P = 0.0278 and 0.0317).

**Figure 2:**
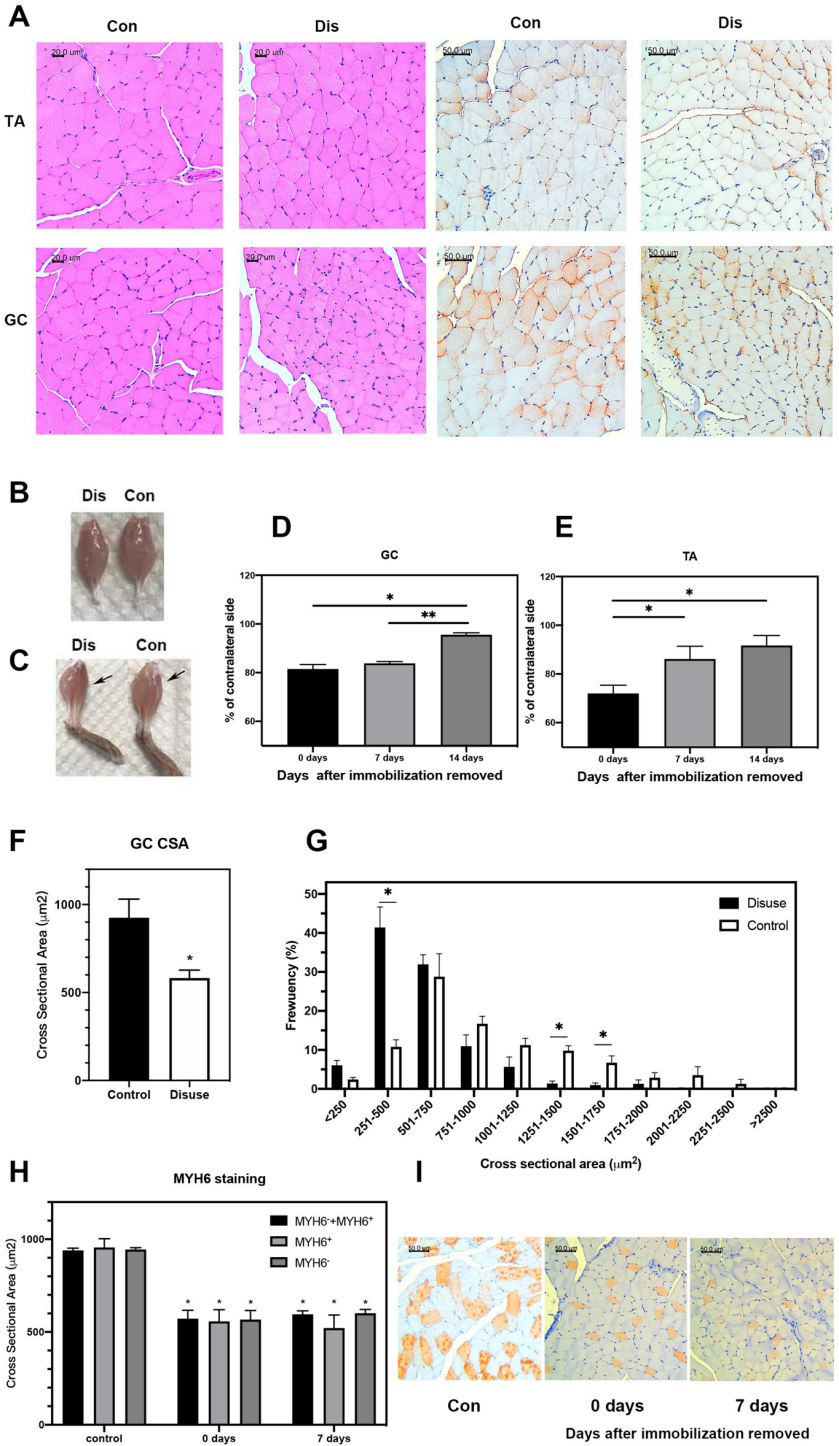
Outcome of Thermoplastic bandage immobilization immobilization. (**A**) Left: H&E staining of the TA and GC muscles. Scale bar = 20 μm. Right, Dystrophin immunostaining of the TA and GC muscles. Scale bar = 50 μm. (**B**) Representative pictures of the GC, and (**C**) TA muscles. The weight wet ratio of GC (**D**) and TA (**E**) of immobilization side to contralateral side at different time points. (**F**) Average cross-sectional area of GC muscle fibers. (**G**) Distribution of muscle fiber diameter of the GC muscle (n = 5). (**H**) Average cross-sectional area of MYH6+, MYH6−, or all muscle fibers of Soleus muscle. (**I**) MYH6 staining of the Soleus muscles (n = 3). The error bar denotes SEM. *,**represent p < 0.05 and p < 0.01, respectively.

Second, this muscle weight loss was accompanied by a parallel decrease in the muscle fiber size, as manifested by the H&E and anti-dystropin staining of the CG and TA muscles of immobilized (DIS) versus contralateral, unimmobilized hindlimbs (CON) at the end of 7-day immobilization (Fig. 2A, upper, TA; lower, CG). As shown, the mean cross-sectional area, per H&E staining, of the immobilized hindlimb of CG muscles was significantly smaller as compared to that of the contralateral counterpart (582.3 ± 101.9 μm^2^ versus 925. ± 236.8 μm^2^; *p* < 0.05, n = 5) (Fig. 2F). Furthermore, this reduced fiber size was accompanied by a shift of cross-sectional areas to the left, i.e., smaller sizes, in immobilized muscles (Fig. 2G). To identify if immobilization induces differential atrophy in slow/fast fiber types, we used myosin heavy chain 6 (MYH6), which expressed on slow skeletal muscle fiber, to explore the atrophy behavior on soleus muscle. As shown in Fig. 2H,I, the reduction of muscle fibers was observed in both MYH + and MYH- fibers, which indicated that the disuse-induced muscle atrophy may response similarly in both fast and slow fibers.

### Gene signature of skeletal muscle from mice with thermoplastic immobilization

We performed transcriptome profiling on the gastrocnemius muscles isolated from three mice who had been immobilized with or without thermoplastic bandage for 7 days. 

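Gastrocnemius is a mixed calf muscle, and its RNA was read by sequencing after one leg had been held still for 7 days. The deposited tables hold 3 samples from each of 3 groups. Dis is the immobilized leg, Con is the free leg of the same mice, and NC is muscle from mice that were not immobilized. Con therefore shares an animal with Dis, and any change in the whole animal reaches both legs. The labels give no key that links a Con sample to the Dis sample of the same mouse, so the samples were treated as unpaired. The authors aligned reads with HISAT2, assembled transcripts with StringTie, and deposited TPM (transcript levels scaled to the same total in each sample) for each gene. TPM keeps no read totals, so the sequencing depth of each sample is unknown and no counting error can be given. The lowest value in the files, 0.0001 TPM, was taken as a stand-in for no expression and set to 0 here. Of the mouse genes, 27995 lay above 0 in at least 1 sample, and 16140 reached 0.3 TPM in at least 3 samples and were tested. Each comparison was fitted in limma on log2(TPM + 0.5), with adjusted p below 0.05 as the threshold. The added 0.5 makes fold changes of genes below about 1 TPM smaller than the ratio of their means. The paper and the labels part on several points. The methods name the tibialis anterior as the source of RNA where the results and the labels name the gastrocnemius. The paper immobilizes the left leg where the deposited series text names the right, and that text calls Con an immobilized leg where the sample labels call it the contralateral one. The library kit also differs in name between the methods and the labels.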

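A gene counted as expressed in every sample belongs to the stable part of the muscle's program, and the number depends on the floor set. In the deposited tables 15260 genes lie over 0.1 TPM in each of the 9 samples, fewer than the paper prints for that rule. A single sample holds between 17599 and 18588 genes over that floor. Asking for the floor in at least 3 of the 9 samples gives 18885 genes, and raising it to 0.3 TPM in each sample gives 13666. The share of TPM from the mitochondrial chromosome runs from 13.8 to 23.4%, lowest in Dis sample 2. Haemoglobin transcripts make up 0.0157 to 0.0435% in the 9 samples, so little blood RNA was read in these muscles.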

We detected 17,597 expressed genes when counting genes with TMP over 0.1 in all 9 samples. 

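Principal component analysis places samples by the gene programs that vary most among them. On log2(TPM + 0.5) of the tested genes, the first component carries 40.2% of the variance and the second 19.1%. The Dis samples score 12.7, 68.1 and 19.6 on the first component, and the 6 control samples lie between -21.5 and -7.95. Dis sample 2 therefore stands apart from the other Dis samples as well as from the controls. With that sample left out, the first component carries 35.4% and still parts Dis (34.0 and 42.5) from the controls (-21.7 to -6.57). The second component of that analysis carries 16.1% and parts Con (10.1 to 19.6) from NC (-22.7 to -9.82).

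**Figure D1:**
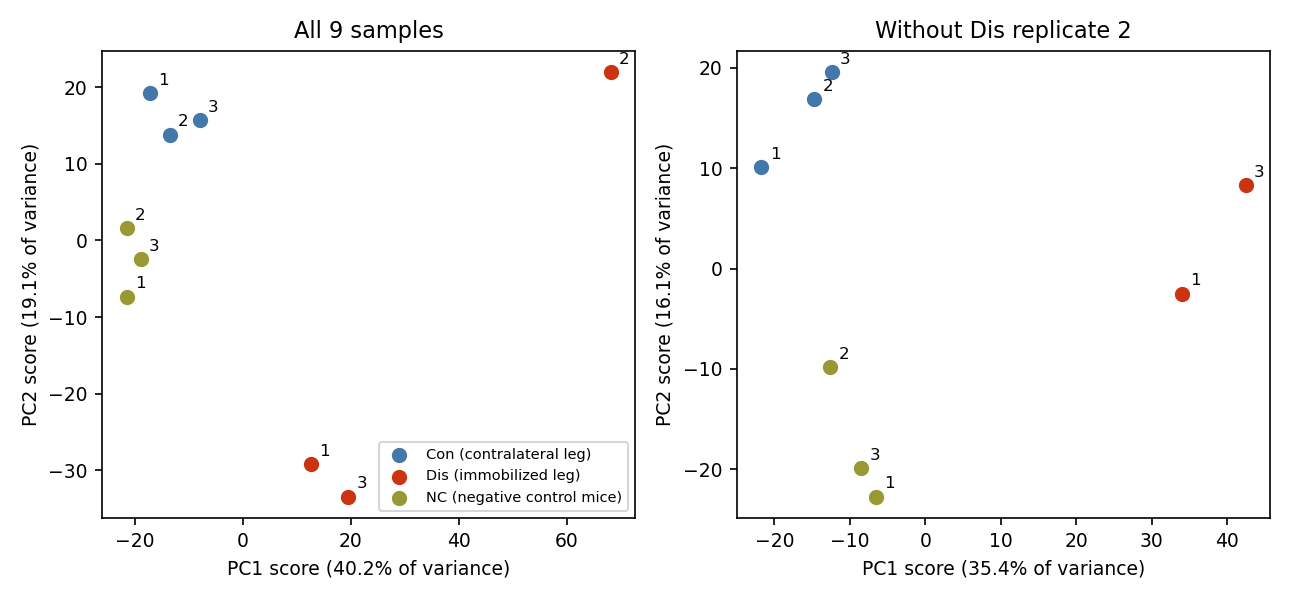
Scores of the samples on the first 2 principal components of log2(TPM + 0.5) over 16140 genes, for all 9 samples and without Dis sample 2. Each dot is a sample and its number is the replicate.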

Figure 3A shows that the gastrocnemius muscles samples from the negative control and the non-immobilized legs are similar and well separated from immobilized legs into distinct clusters in principal component analysis (PCA). We also analyzed sample diverge with single-sample-based Jensen-Shannon (JS) Divergence method. JS distance map also showed the gene expression profile from immobilized muscle is different to other two control groups. 

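The Jensen-Shannon distance compares whole transcript profiles, so abundant muscle transcripts weigh most in it. Profiles of the immobilized leg lie at a mean distance of 0.154 from Con (0.133 to 0.203 over 9 pairs) and 0.151 from NC. Con and NC lie 0.0822 apart, little more than the samples within Con (0.0739) or within NC (0.0681). Dis samples are more spread among themselves, at 0.125. The mean distance from Dis to the 6 controls exceeds the mean distance among those controls by 0.0748. An exact permutation test over the 84 ways to choose 3 of the 9 samples gave p = 0.0119 (one-sided), the smallest it can give, and the next highest choice reached 0.0405. Leaving out Dis sample 2 lowers the excess to 0.0563.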

(Fig. 3A). 

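Holding a muscle still changes transcripts of contraction, energy supply and protein breakdown. Most single changes after 7 days are small, and many of the largest ratios come from genes near the detection floor. In limma 2770 of 16140 genes differ between Dis and Con (adjusted p below 0.05), with a median absolute log2 fold change of 0.57 among them. Without Con sample 1 the count is 700. At an unadjusted p of 0.05 or less, 397 genes change at least 2-fold and 40 at least 4-fold. Against NC, 2676 genes differ from Dis (836 without NC sample 1), while Con and NC differ at 1 gene, Gm7327. Between Con and NC 1008 of 16140 genes have an unadjusted p below 0.05, where chance alone would give a share of 0.05. The paper's Supplementary Table 1 lists 787 genes, and each ratio in it lies within 0.01 of the log2 ratio of mean TPM computed here with the stand-in of 0.0001 kept. Its smallest absolute log2 ratio is 1.0008, and 207 of its genes reach 4-fold. Of the 714 listed genes that were tested, 480 passed in the listed direction and 0 passed in the opposite one, with 641 at an unadjusted p below 0.05. A mean below 0.3 TPM in a group holds for 215 of the listed genes, and 27 have a group in which each sample is at 0.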

When comparing the skeletal muscle gene signatures of the immobilized legs with CIM to the non-immobilized legs, we found 787 differentially expressed genes (p < 0.05 and fold change ≥ 4, supplementary data). Among these gene there were 454 genes were upregulated and 333 genes were downregulated. In addition, we compared gene profiles of immobilization-induced muscle atrophy with tumor-induced cachexia model, which provided in our previous study^8^ (Fig. 3B). 

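The balance of genes raised and lowered decides whether disuse looks like activation or shutdown, and it rests on how samples are brought to one scale. On deposited TPM 2273 genes rose and 497 fell in Dis relative to Con, so 82.1% of the called genes rose. The median log2 fold change of all tested genes is itself 0.20. Dividing by median-ratio size factors brings that median to 0.01, and then 430 genes rise and 750 fall (36.4% up). Quantile normalization gives 549 up and 643 down. Rescaling without the mitochondrially encoded genes brings the median to 0.14, with 1360 up and 520 down. Genes that fell on TPM therefore stand further below the typical gene than their fold changes say, and small rises lie close to it. Among the Supplementary Table 1 genes 263 higher and 217 lower ones passed. Dis sample 2 carries part of the higher set: 291 of its 454 genes stay at 2-fold or more by mean TPM without that sample.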

Venn diagram analysis shows a total of 291 differentially expressed genes shared by the two muscle atrophy models (center portion) that showed changed expression pattern.

**Figure 3:**
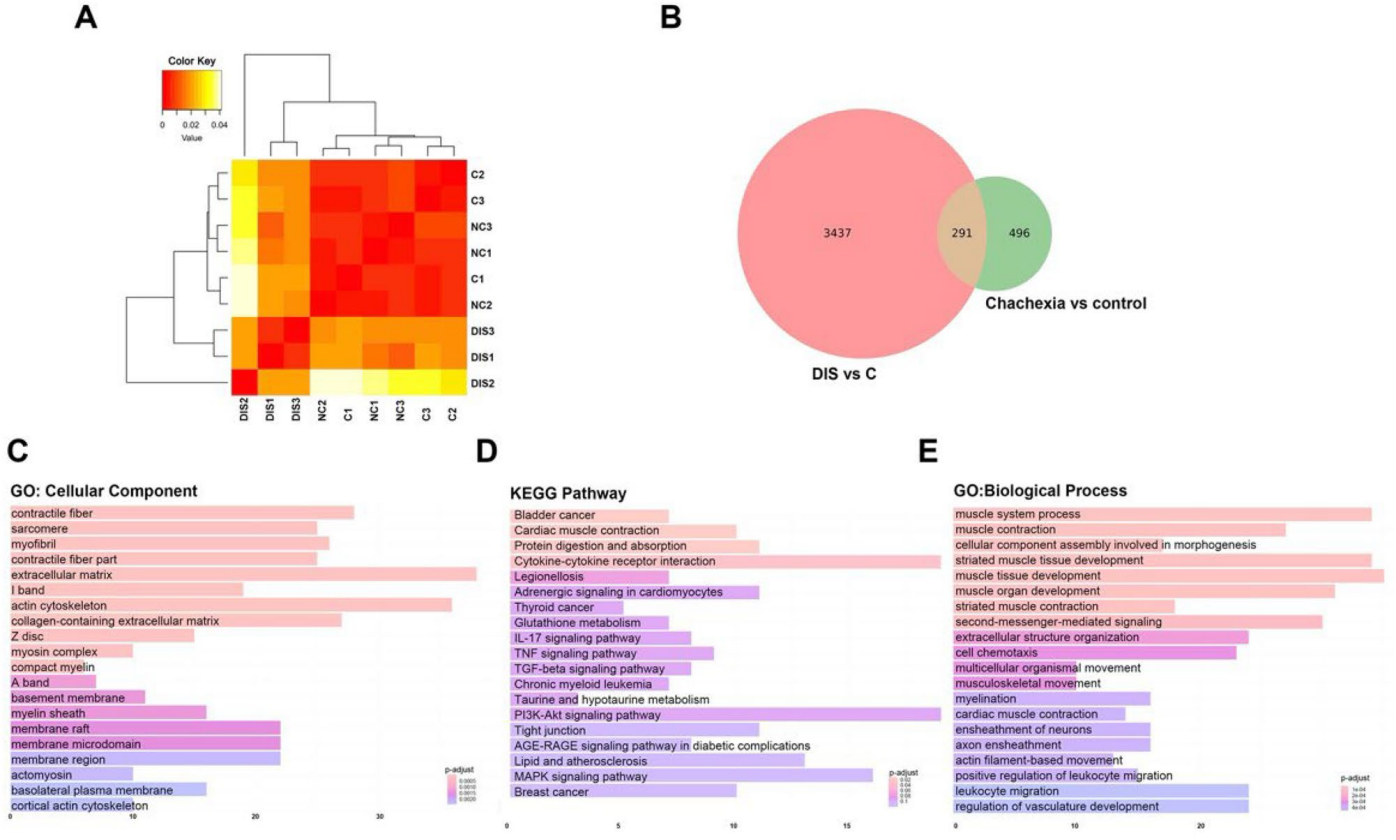
Gene signature of skeletal muscle from mice with thermoplastic immobilization. (**A**) Jensen-Shannon divergence in the topic distributions between different groups. (**B**) Venn diagram summarizing the overlap between differentially expressed genes from disused versus control (left circle) and cachexia versus control (right circle). (**C**) GO cellular component analysis, (**D**) KEGG pathways analysis, and (**E**) GO biological process analysis of the differentially expressed genes shared by the above two pairwise comparisons. GO, gene ontology; KEGG, Kyoto Encyclopedia of Genes and Genomes; Dis, disused; RNA‐seq, RNA sequencing; C, control; NC, negative control.

### Gene ontology (GO) enrichment analyses and KEGG pathways of differentially expressed genes

In order to identify key genes, gene ontology (GO) analysis including the cellular component (CC) and biological process (BP), and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis 16 were accomplished.

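The contractile apparatus of a calf muscle comes in a slow, fatigue-resistant and a fast form, and the matrix around the fibres passes on force. Transcripts of the slow form and of several matrix proteins were lower in Dis than in Con. Of 19 slow-type sarcomere genes tested, 10 fell and 0 rose in Dis relative to Con (median log2 fold change -1.50), and adjusted over the list alone 11 fell. Median-ratio scaling also gives 10 and 0. Csrp3, a sensor of stretch at the Z-disc, stands at 428 ± 134 TPM in Con and 26.1 ± 14.9 TPM in Dis (n = 3, log2 fold change -4.10, SE 0.39, limma adjusted p = 0.00248). Ankrd2, a stretch-responsive regulator at the I-band, fell from 776 ± 204 to 124 ± 84.6 TPM (log2 fold change -2.81, SE 0.41, limma adjusted p = 0.00553). Fast-type genes held nearer their level, with 1 of 16 up, 2 down and 13 not past the threshold (0 to 2 up and 1 to 3 down with single samples left out). Of the 2 that fell, Myh2 encodes the heavy chain of 2A fibres (log2 fold change -1.92, limma adjusted p = 0.00547). Actn3, the fast-fibre Z-disc actinin, rose on TPM (0.72), a call that median-ratio scaling does not keep. Among 28 matrix glycoproteins and proteoglycans 6 fell, 1 rose and 21 did not pass, with a list median of -0.68. The falls number 2 without Con sample 1, 3 without Con sample 3 and 14 without Dis sample 2, and the median runs from -0.40 without Dis sample 1 to -1.01 without Dis sample 2. Tendon markers lie lower too, at 10 of 11 by sign with 0 calls (median -0.59, and 0.02 without Con sample 1). Against NC the matrix list gives 2 up and 0 down, and the slow list 6 down and 0 up. The slow count is 2 without NC sample 1 and 3 without NC sample 2, and the matrix rises are 4 without Dis sample 1 and 1 without NC sample 1 or 3. The matrix genes lower than in Con include Postn, a matrix protein of loaded tissue (log2 fold change -2.93, SE 0.53, limma adjusted p = 0.00961), and Tnc, tenascin C (-2.16, limma adjusted p = 0.00618). Camera with its preset correlation ranks the slow sarcomere list at adjusted p = 1.26e-15, and at adjusted p = 0.336 with an estimated correlation. For the matrix list these are 2.27e-10 and, with an estimated correlation, adjusted p = 0.454. The estimated correlations are 0.685 for the slow list and 0.654 for the matrix list. The gene counts come from the same correlated genes, so they describe the lists and do not test them as sets.

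**Figure D2:**
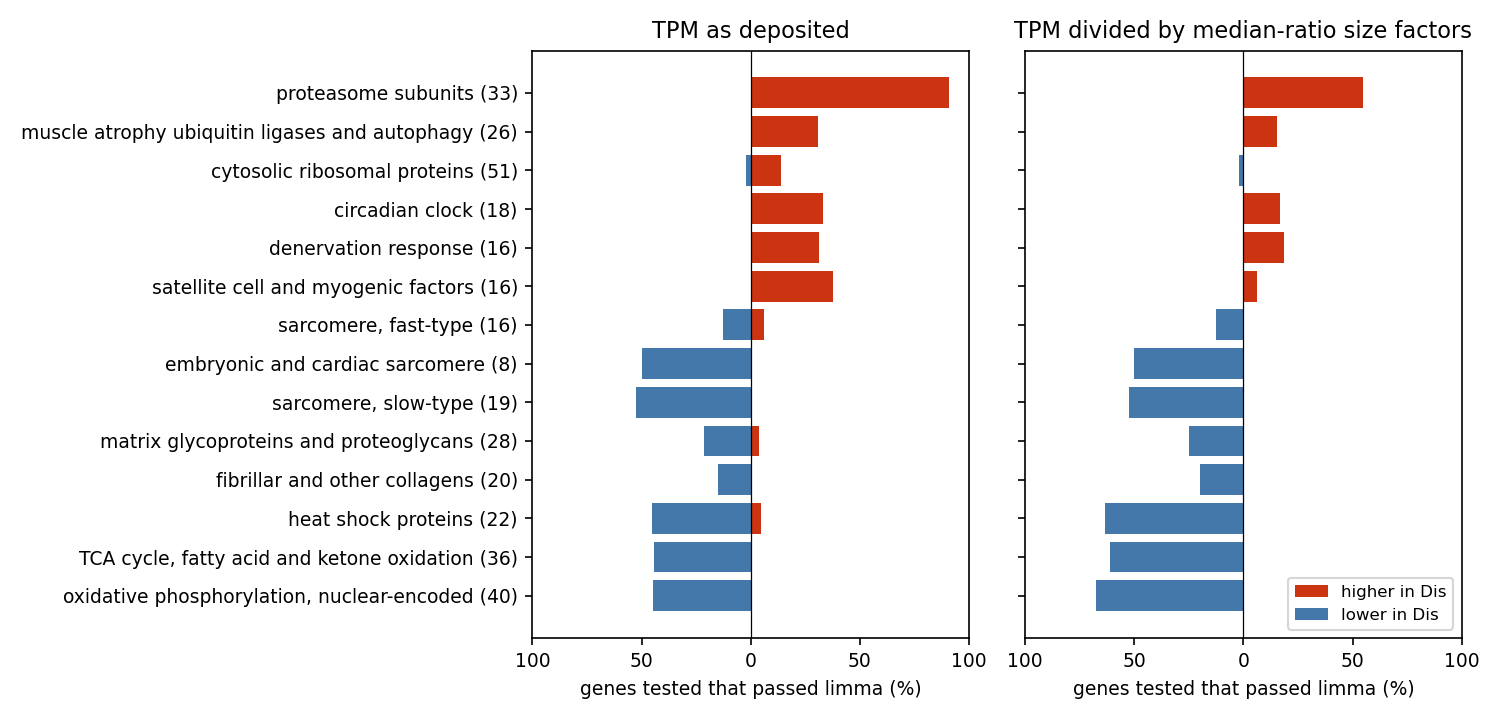
Share of the tested genes of 14 lists that passed limma in Dis against Con, on TPM as deposited and after median-ratio scaling. The number of genes tested is in brackets. Fast sarcomere and ribosomal genes lose their rises after that scaling, and so do the matrix and heat shock lists.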

Cellular component (CC) analysis obtained a total of 19 enrichment items; the targets were mainly enriched in extracellular matrix (38/549), actin cytoskeleton (36/549), contractile fiber (28/549), collagen-containing extracellular matrix (27/549), myofibril (26/549), sarcomere (25/549), and contractile fiber part (25/5492; Fig. 3C). Molecular function (MF) analysis obtained a total of 20 enrichment items, the targets were significantly involved in actin binding (28/535), receptor ligand activity (23/535), extracellular matrix structural constituent (18/535), tubulin binding (18/535), sulfur compound binding (16/535), and G protein-coupled receptor binding (16/535).

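Muscle contraction runs on ATP from mitochondria, and a leg that does not work needs less of it. Oxidative genes are among those that fell, beside the contractile ones. Of 40 nuclear-encoded oxidative phosphorylation genes 18 fell and 0 rose (26 when adjusted over the list alone), and after median-ratio scaling 27 fell. Without Con sample 1, 2 or 3 the falls number 5, 10 and 6. Of 36 genes of the citric acid cycle and of fatty acid and ketone oxidation, 16 fell and 0 rose, or 22 after that scaling, 8 without Con sample 1 and 10 without Con sample 2 or 3. Bdh1 makes and uses ketone bodies in mitochondria and fell from 49.7 ± 4.89 to 6.88 ± 1.84 TPM (log2 fold change -2.80, SE 0.23, limma adjusted p = 0.00238). Cycs, cytochrome c, carries electrons to the last complex (log2 fold change -0.83, SE 0.11, limma adjusted p = 0.00406). Ckmt2, the mitochondrial creatine kinase, and Fabp3, which carries fatty acids through the fibre, changed by -2.25 and -2.06 (limma adjusted p = 0.00275 and 0.00275). Against NC the oxidative phosphorylation list gives 22 down and 0 up, with 8, 10 and 9 down without NC sample 1, 2 or 3 and 14 without Con sample 3 or Dis sample 2. The 13 mRNAs encoded in the mitochondrion itself gave 0 calls either way in limma, yet each of the 13 is lower by sign on deposited TPM (median log2 fold change -0.31). That median is -0.54 after median-ratio scaling, -0.23 after quantile normalization and -0.19 without Dis sample 2, and camera gives adjusted p = 1.18e-06, with adjusted p = 0.454 with an estimated correlation. Of 20 glycolysis and glycogen genes 1 rose, 2 fell and 17 did not pass, with 4 up and 4 down when adjusted over the list alone and 0 to 2 up and 1 to 4 down with single samples left out. Against NC that list gives 0 up and 5 down, or 2 down without NC sample 1 or 3 and 2 up without Dis sample 1. Camera puts the oxidative phosphorylation list at adjusted p = 1.83e-25 with the preset correlation and at adjusted p = 0.198 with an estimated correlation.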

The most significantly cellular component enriched pathways associated with immobilization were “bladder cancer”, “cardiac muscle contraction “, “protein digestion and absorption “, “cytokine-cytokine receptor interaction “, “legionellosis, adrenergic signaling in cardiomyocytes “, “thyroid cancer “, “glutathione metabolism “, “IL-17 signaling pathway “, and “TNF signaling pathway “. Top twenty most overrepresented Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways of differentially expressed genes are listed in Fig. 3D. Interestingly, among the 7 genes related to bladder cancer there are several genes associated with cell cycle, including Nras, Myc, Rps6ka5, Rb1, and E2f2. 

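Growth-signal and cell-cycle regulators can rise in tissue where few cells divide, since several also steer fibre size and stress responses. The 5 genes named here were higher in the immobilized leg. Rb1, which holds E2F factors in check and keeps muscle nuclei out of the cycle, stands at 6.34 ± 0.273 TPM in Con and 14.3 ± 1.34 TPM in Dis (n = 3, log2 fold change 1.11, SE 0.11, limma adjusted p = 0.00263). E2f2, one of the factors it binds, rose from 2.42 ± 0.279 to 6.36 ± 0.920 TPM (log2 fold change 1.23, SE 0.15, limma adjusted p = 0.00352). Nras, a small GTPase of growth factor signalling, follows (log2 fold change 1.02, SE 0.19, limma adjusted p = 0.0109). Rps6ka5, a kinase downstream of MAP kinases, and Myc, a growth regulator, changed by 0.89 and 0.91 (limma adjusted p = 0.0159 and 0.0457). After median-ratio scaling both stay higher without passing (limma adjusted p = 0.0617 and 0.11). Of 19 tested genes of S and M phase, 1 rose, 0 fell and 18 did not pass, with 0 up and 2 down without Dis sample 2.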

Differentially expressed genes from muscle tissues were mapped to 1270 different biological processes (BP), of which prominent examples are, response to muscle tissue development (35/543), striated muscle tissue development (34/543), muscle system process (34/543), muscle contraction (27/543) and second-messenger-mediated signaling (30/543; Fig. 3E). 

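Muscle development genes fall into programs that pull in different directions during disuse. Embryonic and cardiac isoforms, satellite cell factors and nerve-dependent genes were read as separate lists. Of 8 embryonic and cardiac sarcomere genes 4 fell and 0 rose, among them Actc1, the cardiac actin, at 293 ± 193 TPM in Con and 32.9 ± 12.0 TPM in Dis (n = 3, log2 fold change -3.01, SE 0.43, limma adjusted p = 0.00492). The falls number 2 without Con sample 2. Against NC the same list gives 2 up and 1 down, or 1 up without Dis sample 2 or with any single NC sample left out. Of 16 satellite cell and myogenic factors 6 rose and 0 fell, and median-ratio scaling leaves 1, with 3, 3 and 2 without Con sample 1, 2 or 3. Cdh15, the cadherin of satellite cells, and Fst, which binds myostatin, changed by 1.10 and 0.98 (limma adjusted p = 0.00801 and 0.029). Among 16 genes that respond to loss of nerve input 5 rose, 0 fell and 11 did not pass, and 3 pass after that scaling or with any single Con sample left out. Chrna1, a subunit of the acetylcholine receptor, rose on TPM (log2 fold change 1.92, SE 0.49, limma adjusted p = 0.0294) and misses the threshold after median-ratio scaling (limma adjusted p = 0.0527). Its Dis values of 23.3, 85.0 and 16.0 TPM show that Dis sample 2 leads.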

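Fold changes rank genes near the detection floor first, because a trace in the denominator makes a large ratio. The lists with the largest ratios therefore mix strong muscle genes with transcripts seen in a single sample. Of 20 genes in Table 1, 11 passed the 0.3 TPM filter and 10 of these rose in Dis. Tmem100, a membrane protein of BMP signalling, went from 22.2 ± 10.3 to 128 ± 65.8 TPM (log2 fold change 2.51, SE 0.44, limma adjusted p = 0.00926). Plekhh1, a cytoskeletal adaptor (log2 fold change 2.38, SE 0.50, limma adjusted p = 0.016), and Shroom3, which shapes the actin cortex (log2 fold change 2.24, SE 0.42, limma adjusted p = 0.0111), also rose. Ggt6, of glutathione metabolism, has a log2 fold change of 2.04 (limma adjusted p = 0.00406). Cxcl10, an interferon-induced chemokine, rose on TPM (limma adjusted p = 0.0249) and misses the threshold after median-ratio scaling (0.0515). Saa3, an acute-phase protein, reads 50.3 TPM in Dis sample 2 and is listed at 0 in the other 8 samples. Cxcl5, a neutrophil chemokine, has the same pattern at 2.69 TPM. H2ac18, a histone H2A gene, reads 35.0, 0.0878 and 132 TPM in Dis, 0.0583, 0.0628 and 0.0718 in Con and 68.8, 0.0583 and 0.0618 in NC. It overlaps Gm20634 by 529 bases on the same strand, so reads can be given to either. Of 22 genes in Table 2, 17 were tested and 15 fell. Myh3, the embryonic myosin heavy chain, is at 26.3 ± 6.79 TPM in Con and 1.73 ± 0.744 TPM in Dis (n = 3, log2 fold change -3.61, SE 0.43, limma adjusted p = 0.00342). Myl6b, a slow-fibre light chain, and Sbk3, a muscle kinase, changed by -2.96 and -2.40 (limma adjusted p = 0.00406 and 0.00617). Sprr1a, a cornified envelope protein, is listed at 0 in Dis and NC and reads 0.159, 1.05 and 1.41 TPM in Con.

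**Figure D3:**
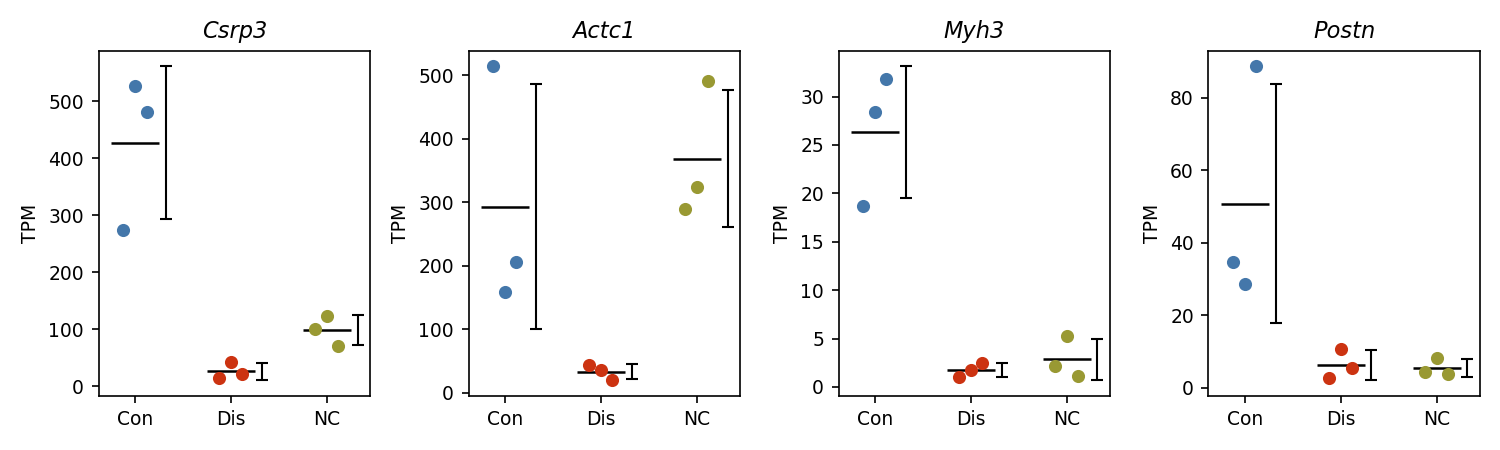
TPM of 4 genes that fell in Dis relative to Con, for each sample, with group mean and SD (n = 3). Csrp3, Myh3 and Postn lie higher in Con than in NC.

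**Figure D4:**
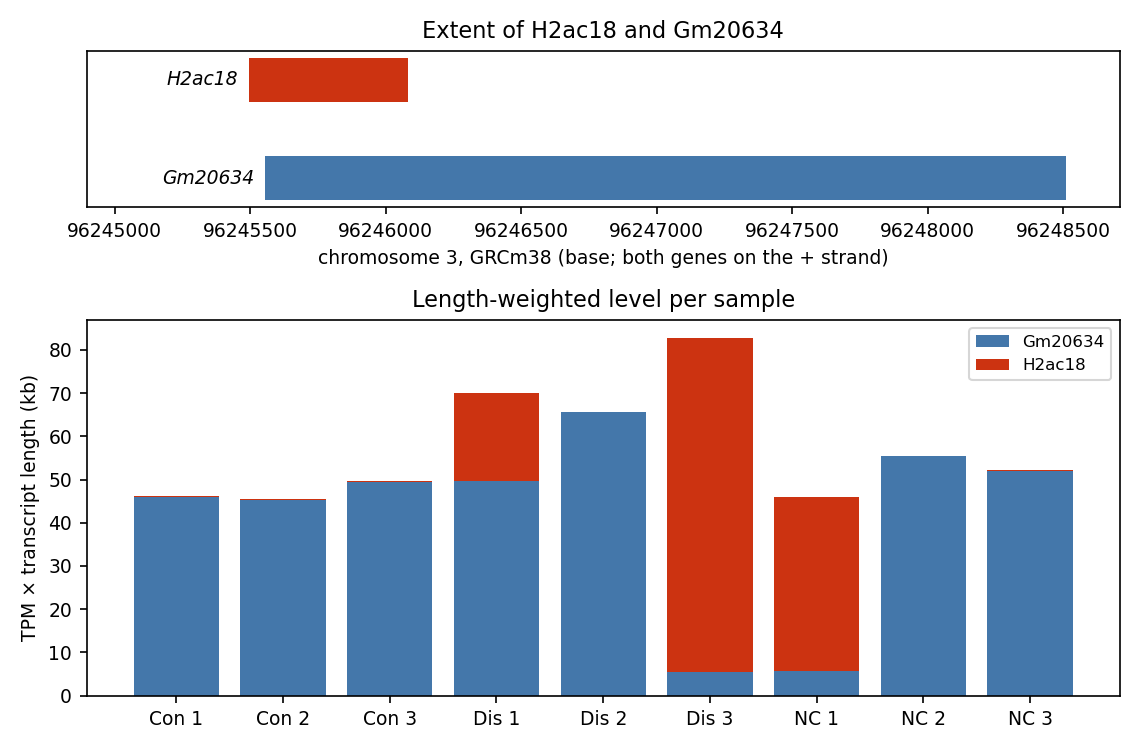
Extent of H2ac18 and Gm20634 on chromosome 3, and TPM times transcript length of both genes in each sample.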

Tables 1 and 2 shows the 20 most significantly upregulated/downregulated genes and with largest absolute fold changes in response to immobilization (Disuse versus Control). Table 3 shows there is no significant expression difference in housekeeping genes.

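Housekeeping genes serve as the yardstick of RT-qPCR, so their stability matters beyond their own biology. Of 15 housekeeping genes tested, 0 rose, 1 fell and 14 did not pass (1 up without Dis sample 1, 2 down without Dis sample 2). Pgk1, the glycolytic kinase, is the one that fell (log2 fold change -0.64, SE 0.11, limma adjusted p = 0.00771). Actb, beta-actin, stands at 341 ± 58.0 TPM in Con and 421 ± 120.0 TPM in Dis (n = 3, log2 fold change 0.28, SE 0.19, limma adjusted p = 0.345). B2m, part of MHC class I, stands at 111 ± 10.5 TPM in Con and 119 ± 35.5 TPM in Dis (n = 3, log2 fold change 0.06, SE 0.18, limma adjusted p = 0.832). Gapdh reads 119.6, 191 and 905 TPM in Dis against 139, 145 and 195 in Con (log2 fold change 0.80, SE 0.66, limma adjusted p = 0.427). It shares 1 or more stretches of 75 bases with 118 other annotated genes. These sum to 8985 to 12990 TPM and exceed Gapdh in each sample. Reads of Gapdh may therefore be listed under them, and its fold change need not be that of the gene. The sum of Gapdh and these genes is 9176 to 13160 TPM over the 9 samples, with a mean of 11320 in Con and 10110 in Dis.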

**Table 1:** Genes up-regulated in the immobilized muscle.

Log2 ratio (Dis/Con)	NCBI Gene ID	Gene name	Gene description
17.35	20210	Saa3	Serum amyloid A 3
13.13	20311	Cxcl5	Chemokine (C-X-C motif) ligand 5
12.17	629970	Cd300ld2	CD300 molecule like family member D2
9.75	15267	H2ac18	H2A clustered histone 18
5.88	75697	C2cd4b	C2 calcium-dependent domain containing 4B
5.66	20208	Saa1	Serum amyloid A 1
4.14	51799	Rundc3a	RUN domain containing 3A
3.92	70729	Nos1ap	Nitric oxide synthase 1 (neuronal) adaptor protein
3.90	59083	Fetub	Fetuin beta
3.49	27428	Shroom3	Shroom family member 3
3.47	213043	Aox2	Aldehyde oxidase 2
3.22	211945	Plekhh1	pleckstrin homology domain containing, family H (with MyTH4 domain) member 1
3.18	15945	Cxcl10	Chemokine (C-X-C motif) ligand 10
2.91	12550	Cdh1	Cadherin 1
2.91	71522	Ggt6	Gamma-glutamyltransferase 6
2.79	64450	Gpr85	G protein-coupled receptor 85
2.68	13078	Cyp1b1	"cytochrome P450, family 1, subfamily b, polypeptide 1
2.57	434203	Slc28a1	Solute carrier family 28 (sodium-coupled nucleoside transporter), member 1
2.53	67888	Tmem100	Transmembrane protein 100
2.49	16477	Junb	jun B proto-oncogene

**Table 2:** Genes down-regulated in the immobilized muscle.

Log2 ratio (Dis/Con)	NCBI gene ID	Gene name	Gene description
− 13.09	20753	Sprr1a	Small proline-rich protein 1A
− 12.47	100039028	Mup11	Major urinary protein 11
− 11.63	380863	Tmem171	Transmembrane protein 171
− 5.60	67935	Ces5a	Carboxylesterase 5A
− 4.63	74338	Slc6a19	Solute carrier family 6 (neurotransmitter transporter), member 19
− 4.39	381835	Sbk3	SH3 domain binding kinase family, member 3
− 4.36	81799	C1qtnf3	C1q and tumor necrosis factor related protein 3
− 4.03	13009	Csrp3	Cysteine and glycine-rich protein 3
− 3.92	17883	Myh3	myosin, heavy polypeptide 3, skeletal muscle, embryonic
− 3.62	13190	Dct	Dopachrome tautomerase
− 3.58	68509	Ptx4	Pentraxin 4
− 3.45	240899	Lrrc52	leucine rich repeat containing 52
− 3.15	243078	Tecrl	Trans-2,3-enoyl-coa reductase-like
− 3.15	11464	Actc1	Actin, alpha, cardiac muscle 1
− 3.14	211949	Spsb4	splA/ryanodine receptor domain and SOCS box containing 4
− 3.14	216459	Myl6b	Myosin, light polypeptide 6B
− 3.04	170721	Papln	Papilin, proteoglycan-like sulfated glycoprotein
− 3.01	50706	Postn	Periostin, osteoblast specific factor
− 2.96	74488	Lrrc15	Leucine rich repeat containing 15
− 2.93	22402	Ccn4	Cellular communication network factor 4
− 2.85	71911	Bdh1	3-hydroxybutyrate dehydrogenase, type 1
− 2.82	104886	Rab15	RAB15, member RAS oncogene family

**Table 3:** Housekeeping genes in the immobilized muscle.

Log2 ratio (Dis/Con)	NCBI gene ID	Gene name	Gene description	p_value	q_value
1.3444	14433	Gapdh	Glyceraldehyde-3-phosphate dehydrogenase	0.2643	0.8641
0.3019	11461	Actb	Actin, beta	0.6134	0.9853
0.1011	12010	B2m	Beta-2 microglobulin	0.4936	0.954

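The 13 transcripts picked for RT-qPCR span protein breakdown, muscle signalling and the Z-disc. Of the 9 chosen as raised, Fbxo32, Nos1ap, Tgfbr1, Hdac4, Igfn1 and Junb rose in Dis by RNA-seq. Hdac4, a deacetylase that reacts to nerve silence, stands at 10.8 ± 1.56 TPM in Con and 26.2 ± 3.61 TPM in Dis (n = 3, log2 fold change 1.25, SE 0.14, limma adjusted p = 0.00275). Tgfbr1, a receptor of TGF-beta and myostatin signals, went from 7.38 ± 0.823 to 14.8 ± 3.14 TPM (log2 fold change 0.94, SE 0.15, limma adjusted p = 0.00661). Junb, an AP-1 factor that holds fibre size, rose (log2 fold change 2.11, SE 0.55, limma adjusted p = 0.0309), with 167 TPM in Dis sample 2 and 0.0558 as its limma adjusted p after median-ratio scaling. Cdh1, E-cadherin, stayed under the 0.3 TPM filter in too many samples to be tested, at 0.0420, 0.0595 and 0.0426 TPM in Con and 0.239, 0.368 and 0.478 in Dis. H2ac18 did not pass (limma adjusted p = 0.164). All 4 chosen as lowered fell: Csrp3, Mettl21e, Ccn4 and Tnfrsf11b. Mettl21e, a methyltransferase of muscle, changed by -0.94 (limma adjusted p = 0.0381). Ccn4, a matrix-associated Wnt target, is at 0.690 ± 0.248 TPM in Con and 0.0904 ± 0.0657 TPM in Dis (n = 3, log2 fold change -0.99, SE 0.22, limma adjusted p = 0.0189).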

Nine up-regulated transcripts (Cdh1, Fbxo32, Nos1ap, Tgfbr1, Trim63, H2ac18, Hdac4, Igfn1, and Junb) and four down-regulated transcripts (Mettl21e, Ccn4, Csrp3, Tnfrsf11b) were selected for RT-qPCR analysis to prove the results of RNA-seq analysis (Fig. 4A,B). Moreover, the transcript expression fold-changes measured by RNA-seq and qPCR were high positive correlated, with a significant R2 value of 0.72 (Fig. 4C, p-value = 0.0033).

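A correlation across 13 genes asks whether RNA-seq and RT-qPCR rank the changes alike, and the genes were picked from these same libraries. The RT-qPCR folds printed in Fig. 4 were set against the RNA-seq log2 fold changes. All 13 genes move the same way in both, but each was picked as raised or lowered in RNA-seq, so only the RT-qPCR direction was free. Pearson r is 0.788, and r squared is 0.620, below the value the paper prints. A permutation test of 100000 shuffles across the genes gave p = 0.00065, one-sided like the other permutation p-values here. Spearman rho is 0.720 (permutation p = 0.0034). The shuffles mix raised with lowered genes, so both p-values rest in part on direction. They do not test the ranking within the raised or the lowered genes. Without H2ac18, the gene farthest apart in Fig. 4C, r is 0.910. Csrp3 and Ccn4 have the RT-qPCR folds farthest from the median, and r without both is 0.612 (permutation p = 0.016). Leaving out Dis sample 2 gives an r of 0.633.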

**Figure 4:**
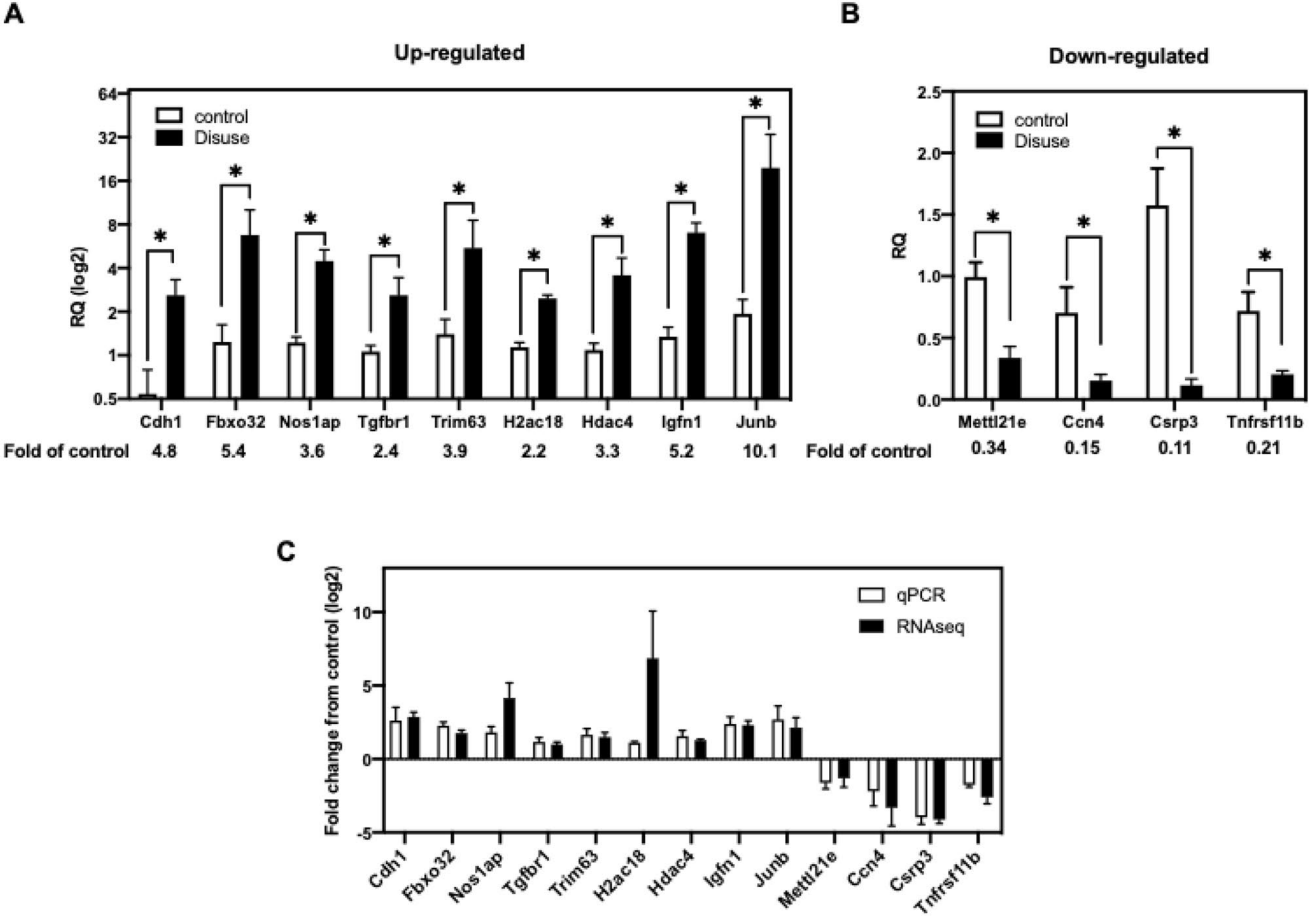
RT-qPCR analysis and relative fold changes between qPCR and RNA-seq (**A**) RT-qPCR analysis of nine up-regulated genes and (**B**) four down-regulated genes. (**C**) The comparison of RNA-seq and RT-qPCR fold change values obtained for 13 differentially expressed genes. Fold change values are represented in the log 2 scale and error bars represent SEM). P values by Mann Whitney test. *p < 0.05.

### Functional enrichment analysis of clusters

We further analyzed PPI of DEG using STRING. Genes with p value ≤ 0.05, q value ≤ 0.05, and ≥ twofold changes were included for PPI analysis. 

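A network built from called genes depends on the list put in, so the size of that list sets what can join. At an adjusted p of 0.05 or less and at least 2-fold, limma on log2(TPM + 0.5) gives 328 genes. Taking the fold from mean TPM gives 514, since low genes then show larger ratios. Con sample 1 weighs most: without it the same thresholds give 198 genes, and without Dis sample 1 they give 453.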

Figure 5 shows the 7 significant clusters that were found in the PPI network. In the cluster “extracellular matrix structural constituent”, the significant biological process and KEGG pathways were associated with “skeletal muscle organ development” and “protein digestion and absorption”. The genes included Col8a1, Col8a2, Col6a2, and Col19a1.

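Network-forming and beaded collagens hold muscle fibres to their surroundings, and Col19a1 belongs to a class made by few cells. Of 20 collagen genes tested, 0 rose, 3 fell and 17 did not pass, and Col19a1 lies outside that list. Col8a1, a short-chain collagen, fell from 5.13 ± 1.88 to 0.954 ± 0.295 TPM (log2 fold change -1.93, SE 0.25, limma adjusted p = 0.00406). Col6a2, of the beaded filaments around fibres, fell (log2 fold change -1.12, SE 0.33, limma adjusted p = 0.047). Col19a1 went the other way, at 0.139 ± 0.0526 TPM in Con and 0.713 ± 0.311 TPM in Dis (n = 3, log2 fold change 0.90, SE 0.20, limma adjusted p = 0.0198). Col8a2 reads 2.76, 0.367 and 0.491 TPM in Con, so Con sample 1 alone sets its mean, and it did not pass (limma adjusted p = 0.222). Without Dis sample 2, 11 collagens fall, 5 without Con sample 2, and 1 with any single one of the other 7 samples left out. Against NC 0 collagens changed in Dis in limma, or 1 fell without Dis sample 2.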

**Figure 5:**
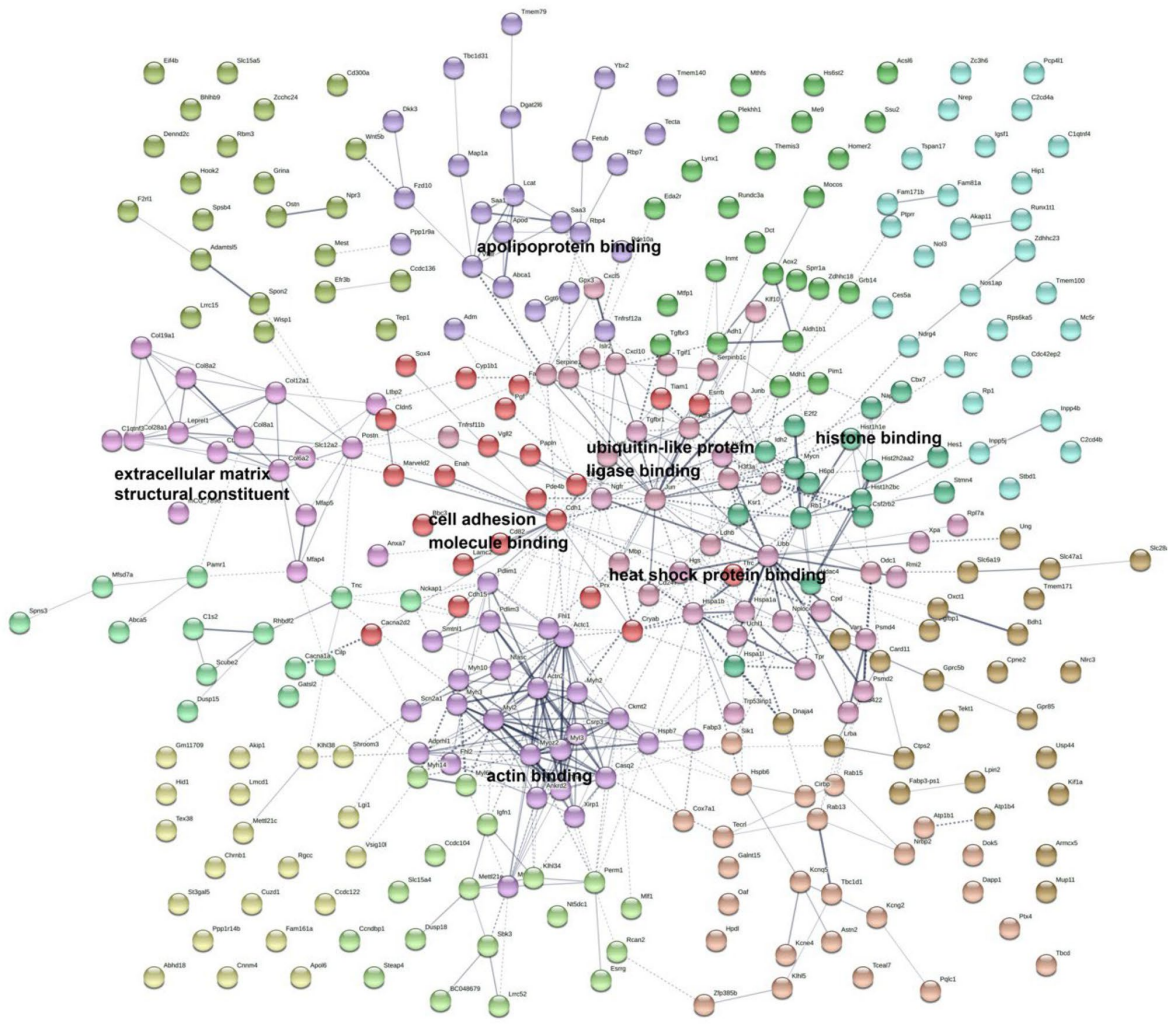
DEG PPI network analyzed using the STRING online database.

Cluster “cell adhesion molecule binding” was enriched in “cell–cell adhesion via plasma-membrane adhesion molecules” and “cell adhesion molecules”. Moreover, Enah in this cluster also involved in “Regulation of actin cytoskeleton”, whereas Pgf was correlated with PI3K-Akt and MAPK signaling pathways.

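Enah extends actin filaments at adhesion sites, and Pgf is a growth factor of blood vessels. They moved in opposite directions in the immobilized leg. Enah stands at 24.9 ± 2.17 TPM in Con and 9.26 ± 0.542 TPM in Dis (n = 3, log2 fold change -1.38, SE 0.19, limma adjusted p = 0.00433), and at 11.2 ± 3.19 TPM in NC. Pgf rose from 1.45 ± 0.569 to 3.68 ± 0.646 TPM (log2 fold change 1.13, SE 0.26, limma adjusted p = 0.02), and after median-ratio scaling it stays higher without passing (limma adjusted p = 0.0532).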

Several enriched biological processes and pathways in cluster “actin binding” were involved in muscle contraction, regulation of muscle contraction, and Apelin signaling pathway. For instance, myl2, myl3, myh3, myh10 and myoz2 were in this cluster. 

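Myl2 and Myl3 are the regulatory and essential light chains of slow and cardiac muscle, and Myoz2 ties calcineurin to the slow-fibre Z-disc. Myh10 is a non-muscle myosin. All 4 fell in Dis on TPM and after median-ratio scaling, and Myl3 misses the threshold after quantile normalization. Myl2 stands at 1496 ± 602 TPM in Con and 328 ± 114 TPM in Dis (n = 3, log2 fold change -2.16, SE 0.40, limma adjusted p = 0.0106). Myl3 went from 1288 ± 631 to 371 ± 189 TPM (log2 fold change -1.81, SE 0.54, limma adjusted p = 0.047). Myoz2 fell by a similar factor (log2 fold change -1.62, SE 0.34, limma adjusted p = 0.016), as did Myh10 (log2 fold change -1.43, SE 0.27, limma adjusted p = 0.0114). NC means of 1031 ± 325 TPM for Myl2 and 8.10 ± 2.77 for Myh10 lie between the other groups.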

Genes in cluster “heat shock protein binding” were Hspa1a, Hspa1b, and Hspa1l. 

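Heat shock proteins fold contractile proteins that work and heat unfold, so use of a muscle can raise their transcripts. The 3 genes named here fell in the immobilized leg. Hspa1b stands at 16.4 ± 2.92 TPM in Con and 3.25 ± 0.571 TPM in Dis (n = 3, log2 fold change -2.17, SE 0.20, limma adjusted p = 0.00248), Hspa1a at 18.1 ± 4.67 and 3.73 ± 0.693 TPM (log2 fold change -2.12, SE 0.26, limma adjusted p = 0.00352). Hspa1l shares their sequence and fell less (log2 fold change -1.32, SE 0.16, limma adjusted p = 0.00352). Of 22 heat shock genes tested 10 fell (6 with any single Con sample left out), 1 rose and 11 did not pass, and the list median lies 0.70 below that of all genes on the log2 scale. Against NC 7 fell and 1 rose, and the median lies 0.34 below. Those falls number 1 without NC sample 1, 0 without NC sample 2, and 4 without Con sample 3, Dis sample 1 or Dis sample 3. Cryab, the small heat shock protein of the Z-disc, fell (log2 fold change -1.99, SE 0.18, limma adjusted p = 0.00248). Hsp90ab1, a constitutive chaperone, is the one that rose (0.58), a call lost after median-ratio scaling. Camera gives the list adjusted p = 5.6e-14 with the preset correlation, and adjusted p = 0.198 with an estimated correlation.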

The biological process “response to heat” was enriched, however, no meaningful KEGG pathways were assigned to this cluster.

The biological functions of skeletal system development and response to oxidative stress was observed to be associated with cluster “ubiquitin-like protein ligase binding”. For example, Ngfr, Ubb, and Tgfbr1 genes were found in enriched in cluster “ubiquitin-like protein ligase binding”. Moreover, cluster “apolipoprotein binding” was observed to involved in biological functions of response to reactive oxygen species and lipoprotein metabolic process.

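Ubiquitin marks muscle proteins for the proteasome, and both ends of that path were raised. Ubb, a polyubiquitin gene, went from 818 ± 61.9 to 1701 ± 499 TPM (log2 fold change 1.02, SE 0.18, limma adjusted p = 0.00939). Ngfr, a neurotrophin receptor that also marks Schwann cells, is low at 0.242 ± 0.0592 TPM in Con and 0.780 ± 0.0594 TPM in Dis (n = 3, log2 fold change 0.79, SE 0.17, limma adjusted p = 0.0179). It sits at the threshold after median-ratio scaling (limma adjusted p = 0.051). Of 33 proteasome subunits tested 30 rose and 0 fell, and after that scaling 18 rose and 0 fell, with 19 up without Con sample 1. Psmd2, a subunit of the regulatory base, is at 147 ± 13.2 TPM in Con and 329.7 ± 46.8 TPM in Dis (n = 3, log2 fold change 1.16, SE 0.12, limma adjusted p = 0.00275). Psma7, of the core ring, has a log2 fold change of 0.91 (limma adjusted p = 0.00406). Camera places the proteasome list at adjusted p = 2.52e-13 with the preset correlation, and at adjusted p = 0.454 with an estimated correlation.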

### Enrichment analyses of transcription factors

We further use transcription co-factors (TcoF) gene set enrichment tool (http://tcof.liclab.net/TcoFbase/Analysis/Analysis.php) to predict common upstream TcoF regulators. We input DEGs which used in 3.4 and separated these DEGs into up-regulated (156), down-regulated (168), and total groups (324). 

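Splitting a list by direction before a regulator search makes the result depend on the balance of the list. On deposited TPM the 328 genes at an adjusted p of 0.05 or less and 2-fold or more divide into 172 higher and 156 lower in Dis. Median-ratio scaling gives 57 higher and 235 lower, and quantile normalization 65 and 210. Against NC the same thresholds give 214 higher and 127 lower on deposited TPM. That balance turns too, to 87 and 221 after median-ratio scaling and 92 and 211 after quantile normalization.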

The candidate TcoFs were identified and listed in Table 4. There are more than 60 TcoFs were predicated using up-regulating DEGs. Among these, some TFs are reported be involved in regulating myogenesis or muscle fiber size, such as Ezh1, Cry1, Kdm4a, Crtc2…etc^15^. 

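Cofactors found from their target genes need not change as transcripts, and here some did. Ezh1, a Polycomb methyltransferase of resting muscle, rose from 17.4 ± 1.52 to 31.1 ± 3.79 TPM (log2 fold change 0.82, SE 0.11, limma adjusted p = 0.00426). Crtc2, a CREB coactivator, rose on TPM (log2 fold change 0.54, limma adjusted p = 0.0124) and misses the threshold after median-ratio scaling (0.0923). Cry1, a clock repressor, stands at 6.13 ± 0.724 TPM in Con and 6.55 ± 1.66 TPM in Dis (n = 3, limma adjusted p = 0.799). Kdm4a, a histone demethylase, did not pass either (log2 fold change 0.20, limma adjusted p = 0.257). Of 18 clock genes tested 6 rose and 0 fell, with 3 after that scaling and 2 without Con sample 1, among them Bhlhe40, a repressor of the clock loop (0.96, limma adjusted p = 0.00406).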

Interestingly, only 2 TcoFs were found might participate in down-regulating DEGs. Kmt2d and Med12 are associated with regulating muscle fiber size and muscle cell differentiation^16^.

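Kmt2d writes enhancer marks on histone H3, and Med12 is part of the Mediator kinase module. Both rose on deposited TPM. Med12 stands at 14.0 ± 1.76 TPM in Con and 26.4 ± 4.01 TPM in Dis (n = 3, log2 fold change 0.89, SE 0.14, limma adjusted p = 0.00672). Kmt2d changed less (log2 fold change 0.50, SE 0.13, limma adjusted p = 0.0317) and does not pass after median-ratio scaling (limma adjusted p = 0.248).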

**Table 4:** TcoF gene set enrichment.

TcoF	Annotated gene number	P-value
*Up-regulated DEGs*		
Ezh1	56	0.00011
Sumo1	67	0.00011
Cry1	60	0.00011
Kdm4a	61	0.00016
Hells	54	0.00018
Dpy30	57	0.00022
Crtc2	50	0.00023
Brdt	57	0.00024
Gmnn	60	0.00024
Tdg	58	0.00025
Per1	40	0.00026
Sirt6	56	0.00027
Cbx8	62	0.0003
Ell2	55	0.00031
Parp14	50	0.00031
Leo1	44	0.00034
Zmynd8	56	0.00037
Sf1	55	0.00038
Gtf2f1	56	0.00041
Smarcad1	39	0.00043
*Down-regulated DEGs*		
Kmt2d	77	0.00636
Med12	74	0.009
*Total DEGs*		
Kdm5c	119	0.0001
Hdac1	126	0.00011
Hdac3	125	0.00011
Ezh2	126	0.00012
Brd4	126	0.00012
Lmo2	120	0.00012
Trim28	124	0.00013
Kdm4c	124	0.00013
Auts2	92	0.00014
Atrx	125	0.00014
Smarca4	126	0.00014
Ep300	126	0.00014
Nipbl	121	0.00016
Kdm6a	120	0.00017
Per2	96	0.00018
Cdk9	121	0.00018
Baz1b	120	0.00019
Sirt1	121	0.00019
Cbx7	122	0.0002
Kdm1a	124	0.0002

## Discussion

Accelerating protein degradation and decreasing protein synthesis are two key events during muscle disuse which leading to muscle mass reduction^17,18^. Initiation of the ubiquitin-dependent proteolysis in skeletal muscle is the crucial trigger of muscle wasting^19^, and muscle atrophy F-box (MAFbx/atrogin-1) and muscle RING finger 1 (MuRF1), two E3 ubiquitin ligases, are frequently mentioned in different muscle atrophy models^20,21^. Insulin-like growth factor I (IGF1)/ phosphatidylinositol 3-kinase (PI3K), protein kinase B (AKT) and forkhead box O (FOXO) pathways, which are associated with anabolic pathways, regulate the expression of ubiquitin ligase^22^. Recently, anabolic medication, anti-inflammatory drugs, and enzymes inhibitors are considered as treatment options for muscle atrophy. Through clarifying genes involved in muscle atrophy, more effective treatments can be developed.

Many studies have shown the mRNA expression profile of muscle atrophy, mainly in denervation-induced and unloading-induced skeletal muscle atrophy^23–26^. In denervation-induced muscle atrophy, oxidative stress and inflammatory response genes are first up-regulated, whereas atrophy and atrophic fibrosis genes are induced later^24^. Similar to denervation-induced muscle atrophy model, the genes expression at early phase of unloading are related to stress response, including oxidative stress and cell proliferation inhibition. Proteolytic and inflammatory response genes are activated later^23^. Although the transcriptional profile at different time frames were reported in these two muscle atrophy models, only few studies investigate in immobilization-induced disuse atrophy. To find the precise information in immobilization-induced muscle atrophy, it is needed to conduct transcriptomics to analyze differentially expressed genes on suitable animal models.

In this study, we established new immobilization-atrophy mice model with minimal side effects and conducted RNAseq to analyze differentially expressed genes in mice gastrocnemius muscle at seven days after immobilization. Data were further analyzed by clustering and bioinformatic methods to figure out gene regulation in disuse skeletal muscles and might supplies potential targets for the prevention and treatment of weightlessness-induced muscle atrophy in the clinic.

The thermoplastic bandage immobilization created similar muscle atrophy in comparison with other immobilization method. As expected, the mice in our study demonstrated typical physiological responses to limb immobilization. That includes reduced muscle mass in hindlimb, decreased average CSA of muscle fibers, and frequency distribution of muscle fibers' CSA shifted toward to smaller size. Although thermoplastic bandage immobilization reduced body weight approximal 5%, no obvious adverse effects were noted. In order to illustrate the mechanism of immobilization-induced disuse atrophy, a gene expression profile was analyzed. Compared to the non-immobilized legs, a total of 787 DEGs were identified in muscle from immobilized legs, consisting of 454 up‐regulated and 333 down‐regulated genes. Compared with denervation method to study gene expression, thermoplastic bandage immobilization discovered several DEGs which showing the difference between these two disuse muscle atrophy types.

Among the top up-regulated and down-regulated DEGs, there are several genes were mentioned in previous studies. In addition to upregulated proteolytic genes such as MURF1 and ATROGIN-1, three genes control glucose homeostasis, NOS1ap, Inpp4b, and atf3, were also regulated in response to immobilized-induced muscle atrophy. 

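Fbxo32 (atrogin-1) and Trim63 (MuRF1) are the ubiquitin ligases that mark wasting muscle. Fbxo32 rose from 78.0 ± 31.2 to 284 ± 175 TPM (log2 fold change 1.76, SE 0.39, limma adjusted p = 0.0184). Trim63 is higher in each Dis sample, at 492, 1623 and 406 TPM against 191, 382 and 199 in Con, and misses the threshold (log2 fold change 1.49, limma adjusted p = 0.055). Dis sample 2 holds the highest value of both. Of 26 tested genes of atrophy ligases and autophagy, 8 rose, 0 fell and 18 did not pass, and median-ratio scaling leaves 4. The rises number 3 without Con sample 1, 4 without Con sample 3 and 5 with any single NC sample left out. Sqstm1, the autophagy receptor p62, and Map1lc3a, of the autophagosome membrane, changed by 0.88 and 0.78 (limma adjusted p = 0.013 and 0.00406).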

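Nos1ap anchors neuronal nitric oxide synthase, which in muscle sits beneath the membrane. Its transcript is scarce in these samples. It reads 0.0324, 0.0207 and 0.0991 TPM in Con, 0.990, 0.875 and 0.439 in Dis and 0.408, 0.102 and 0.101 in NC. The rise passed in limma (log2 fold change 1.18, SE 0.24, limma adjusted p = 0.0142). As a ratio of mean TPM it is 15.1-fold, and on the log2(TPM + 0.5) scale 2.26-fold, since the added 0.5 exceeds the Con level. Against NC the log2 fold change is 0.85 (limma adjusted p = 0.04).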

The expression of NOS1ap, which encoded nitric oxide synthase 1 adaptor protein, was increased 3.6-fold in disused muscle than control. It was reported that overexpression of NOS1ap in obese mice can potentiated insulin-stimulated activation of IR/Akt in livers through its PDZ binding domain^27^. Inositol Polyphosphate-4-Phosphatase Type II (Inpp4b), which was down-regulated in disused muscle, can protect mice from high-fat diet metabolic dysfunction^28^. 

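Inpp4b removes a phosphate from a lipid messenger and so lowers Akt signalling. It fell in the immobilized leg from 5.54 ± 1.81 TPM in Con (n = 3, log2 fold change -1.14, SE 0.26, limma adjusted p = 0.0222). Among 22 glucose homeostasis genes tested 6 rose, 5 fell and 11 did not pass. Those that rose include Akt1, the insulin-signal kinase, and Tbc1d1, which gates glucose transporter traffic (0.77 and 1.13, limma adjusted p = 0.0118 and 0.00471). Median-ratio scaling leaves 3 up and 5 down, with 2 up and 4 down without Con sample 1.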

Atf3, which is also down-regulated in immobilized muscle, can preserve homeostasis in cardiomyocytes and controls peripheral glucose tolerance^29^. 

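Atf3 is a stress-induced transcription factor that exercise and injury switch on. Its transcript stands at 6.77 ± 1.38 TPM in Con and 1.78 ± 0.240 TPM in Dis (n = 3, log2 fold change -1.66, SE 0.26, limma adjusted p = 0.00617), and at 3.54 ± 1.54 TPM in NC. The 25 tested immediate early genes went both ways, with 4 up and 1 down, and 2 up and 3 down after median-ratio scaling (1 to 6 up and 1 or 2 down with single samples left out). Of 18 genes of the unfolded protein and integrated stress response, 1 rose, 0 fell and 17 did not pass, with 1 up and 2 down without Dis sample 2.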

Atf3 overexpression can induce adipocyte browning and resistance to obesity in mice^30^. Moreover, C1qtnf3, which released by adipose tissue and regulates glucose homeostasis^31^, is significantly down-regulated in disuse muscle. These indicate that alteration of glucose/lipid metabolism plays an important role in immobilization-induced disuse muscle atrophy, which consisted with the infiltration of adipose tissue to muscle in patients with immobilization^32^.

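C1qtnf3 encodes a secreted relative of adiponectin. It reads 0.926, 1.22 and 6.26 TPM in Con, 0.0302, 0.306 and 0.0713 in Dis and 0.453, 0.385 and 0.0798 in NC, and the fall passed (log2 fold change -2.03, SE 0.52, limma adjusted p = 0.0294). Con sample 3 holds the highest value. Of 14 adipocyte genes tested 0 changed in Dis, with 9 lower and 5 higher than in Con by sign (list median -0.24) and 12 higher than in NC (list median 0.46). Against Con the median turns to 0.39 without Con sample 1.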

Pieces of evidence show tumor necrosis factor and tumor necrosis factor receptor superfamily regulate muscle atrophy and regeneration. RANKL is connected to the progression of muscle atrophy, and RANKL inhibition can improve muscle strength and insulin sensitivity^33–35^. After RNAKL binds to RANK, downstream signals stimulate skeletal muscle atrophy. Tnfrsf11b, which encodes osteoprotegerin, can inhibit RANKL activity. In our results, gene expression of Tnfrsf11b is significantly reduced, while RANKL is upregulated in disuse muscle. 

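Osteoprotegerin, the product of Tnfrsf11b, catches RANKL before it can bind RANK. Its transcript is low and fell, from 0.504 ± 0.192 to 0.0802 ± 0.0215 TPM (log2 fold change -0.77, SE 0.18, limma adjusted p = 0.0236). RANKL itself (Tnfsf11) reads 0.543 TPM in Dis sample 2 and 0.0358 in Dis sample 3. It is listed at 0 in Dis sample 1 and in the 6 controls, under the filter for testing.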

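RANK sends its signal through TRAF adaptors to NF-kB and MAP kinases. Tnfrsf11a, the gene of RANK, is too low to test, at 0.271, 0.296 and 0.185 TPM in Con and 0.0930, 0.644 and 0.172 in Dis. Of 22 NF-kB and MAP kinase components tested, 6 rose, 1 fell and 15 did not pass, and adjusted over the list alone 17 rose. After median-ratio scaling 1 rises and 1 falls, so most of these calls rest on the TPM scale. The rises number 1 without Con sample 1 or 3 and 3 without Con sample 2 or NC sample 3. Traf2, an adaptor of TNF receptors, stands at 9.67 ± 0.282 TPM in Con and 15.8 ± 2.01 TPM in Dis (n = 3, log2 fold change 0.68, SE 0.11, limma adjusted p = 0.00681). Relb and Nfkb2, which form the noncanonical NF-kB dimer, changed by 0.86 and 0.85 (limma adjusted p = 0.0356 and 0.0309). Map2k6, which activates p38, fell from 25.2 ± 3.03 to 12.8 ± 4.85 TPM (limma adjusted p = 0.0185).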

Since the gene expression of RANK and downstream signal molecular, such as MAPKs and NF-kB, were not changed by immobilization, the disuse muscle atrophy might simply be induced by altering RANKL activity. Moreover, the expression of Tnfsf14, which encode LIGHT protein, was significantly increased by immobilization. 

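LIGHT, the product of Tnfsf14, is made chiefly by immune cells. It reads 0.0379, 0.739 and 0.0513 TPM in the Dis samples and is listed at 0 in the 6 controls, under the filter for testing. The value rests on Dis sample 2, where each of 18 macrophage and monocyte genes also has its highest level of the 9 samples. Of 16 of these tested, 0 changed in Dis relative to Con. Without Dis sample 2, 5 of them fall.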

Myocyte-derived Tnfsf14 is a survival factor necessary for myoblast differentiation and skeletal muscle regeneration^36^, thus, overexpression of Tnfsf14 might be due to inflammatory response initiated by immobilization. Another tumor necrosis factor receptor superfamily member Tnfrsf12a, also known as TWEAK receptor/Fn14, plays critical role in muscle atrophy. The up-regulation of Fn14 gene is reported in several muscle atrophy models such as denervation, immobilization, and hind limb suspension^37,38^. To our surprise, Tnfrsf12a is significantly down-regulated in disused muscle compared to control leg in our model. 

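Fn14, the product of Tnfrsf12a, receives the TWEAK signal that drives wasting after denervation. Its transcript fell in the immobilized leg relative to the free leg, from 48.3 ± 14.0 to 18.8 ± 6.75 TPM (log2 fold change -1.36, SE 0.32, limma adjusted p = 0.0224). Median-ratio scaling keeps the call (limma adjusted p = 0.0148). Of 19 genes of the TNF and TNF receptor superfamilies tested 2 rose, 2 fell and 15 did not pass, with 1 to 3 up and 0 to 2 down when single samples are left out. Eda2r, a p53-driven receptor, rose from 9.61 ± 2.41 to 29.2 ± 12.9 TPM (limma adjusted p = 0.0114).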

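Naive mice give another baseline for Tnfrsf12a, the gene of the TWEAK receptor Fn14. Tnfrsf12a reads 10.5, 16.9 and 10.7 TPM in NC, near the Dis values of 11.2, 24.2 and 20.9 and below the Con values of 32.3, 58.4 and 54.0. Dis and NC do not differ at the threshold (log2 fold change 0.51, limma adjusted p = 0.283). Each Con sample lies above each NC sample, and with 1 gene called between those groups the test does not pass (1.87, limma adjusted p = 0.191). The paper proposes from this gene that Fn14 need not rise in each kind of atrophy.

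**Figure D5:**
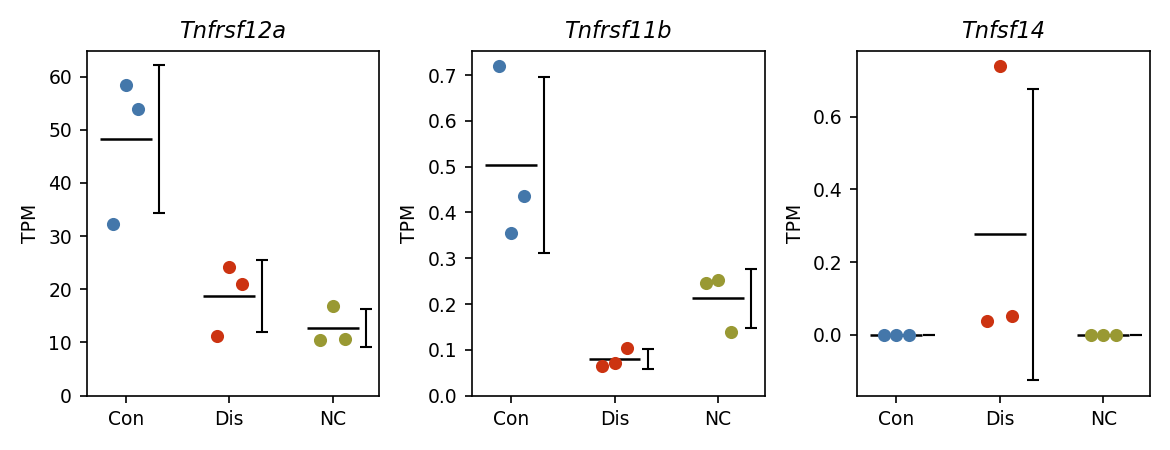
TPM of Tnfrsf12a, Tnfrsf11b and Tnfsf14 in each sample, with group mean and SD (n = 3). Tnfsf14 is listed at 0 in Con and NC.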

Compared to non-immobilized control leg, Tnfrsf12a gene expression is also lower in negative control mice, which from mice did not receive any immobilization. These results implied Fn14 overexpression may not present in all muscle atrophy conditions.

Growth hormone (GH) can improve muscle mass and GH-treatment has shown benefits muscle atrophy in denervation mice model^39^. Although GH itself was not changed by immobilization, there were some genes related to GH were regulated. 

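Growth hormone is made in the pituitary and acts on muscle through STAT5 and IGF-1. Gh is listed at 0 in the 9 samples, and this says nothing of the hormone in blood. Of 24 genes of the growth hormone and IGF axis tested 6 rose, 6 fell and 12 did not pass, and median-ratio scaling gives 3 up and 6 down. Without Con sample 1 it is 2 up and 3 down, and without Con sample 3 it is 3 and 3. Stat5a, which carries the receptor's signal, rose (log2 fold change 1.12, SE 0.13, limma adjusted p = 0.00343). Igfbp5, an IGF-binding protein of muscle, changed by 1.04 (limma adjusted p = 0.0287).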

Young and colleagues use GH knockout mice to evaluate the effects of GH treatment on muscle mass and related genes expression. Igfn1, which encodes immunoglobulin like and fibronectin type III domain containing 1, is predominantly expressed in skeletal muscle. Igfn1 shows it is required for myoblast fusion and differentiation. 

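Igfn1 binds filamin and actin at the Z-disc and is needed for myoblast fusion. It rose in the immobilized leg, with 4.88 ± 1.46 TPM in Con and 23.6 ± 3.41 TPM in Dis (n = 3, log2 fold change 2.19, SE 0.48, limma adjusted p = 0.0179). NC sample 3 reads 12.5 TPM where the other NC samples read 3.62 and 2.24.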

In our result, Igfb1 is up-regulated in disuse muscle while decreased in GH-treated mice^40^. 

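Igfals encodes the acid-labile subunit that keeps IGF-1 in the blood, made mostly in liver. In muscle it is low and lies lower in each Dis sample, 2.08, 1.96 and 2.37 TPM against 3.15, 3.27 and 2.86 in Con. The ratio of means is 0.692. The difference did not pass the threshold (log2 fold change -0.45, SE 0.17, limma adjusted p = 0.102).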

Igfals, which encodes insulin-like growth factor binding protein acid labile subunit, is also induced in GH-treated model and was decreased to 0.69-fold in disuse muscle compared to control in our thermoplastic bandage immobilization. Moreover, insulin-like growth factor binding protein (Igfbp)-3, which was noted its low serum concentrations in atrophy muscle with poststroke patients^41^, is also downregulated in disused muscle. 

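Igfbp3 carries IGF-1 and limits its action in tissue. It fell from 13.1 ± 2.29 to 8.62 ± 1.74 TPM (log2 fold change -0.58, SE 0.17, limma adjusted p = 0.0431), and median-ratio scaling keeps the call.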

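Mettl21c, Sypl2, Hacd1, Cited4, Tceal7 and Klhl38 are genes of muscle that the paper sets beside a study of growth hormone treatment. All but Klhl38 fell in the immobilized leg, and Klhl38 rose. Mettl21c, a methyltransferase of muscle, is at 96.1 ± 10.3 TPM in Con and 32.8 ± 11.4 TPM in Dis (n = 3, log2 fold change -1.60, SE 0.23, limma adjusted p = 0.00522). Tceal7, a repressor of myogenic genes, fell most (log2 fold change -1.80, SE 0.34, limma adjusted p = 0.0112). Cited4, a coactivator raised by exercise, and Hacd1, which lengthens fatty acids for membranes, changed by -0.82 and -0.76 (limma adjusted p = 0.0112 and 0.0414). Sypl2 organizes the triad membranes (-0.51, limma adjusted p = 0.0209). Klhl38, a kelch protein of wasting muscle, reads 37.4, 106 and 47.3 TPM in Dis (log2 fold change 1.36, SE 0.39, limma adjusted p = 0.0439), and misses the threshold after median-ratio scaling (0.0967).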

Similar patterns were also observed on Mettl21c, Sypl2, Hacd1, Cited4, Tceal7, and Klhl38 genes. These implied that immobilization-indued disuse atrophy might share similar pathway with GH-dependent muscle atrophy.

There are several limitations of our work. First, although positive correlations between mRNA and protein expression was found in several studies^42,43^, the increased mRNA not always leads to an increase in protein. We have examined protein level of MURF1 and ATROGIN-1, which were both increased in mRNA in disused groups. 

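Ligase transcripts report the orders for protein breakdown and not the amount of protein. Against NC, Fbxo32 is also higher in Dis (log2 fold change 1.69, SE 0.39, limma adjusted p = 0.0202). Trim63 compares to NC with a log2 fold change of 1.58 (limma adjusted p = 0.0465). Against NC, 7 genes of the atrophy ligase and autophagy list rise and 0 fall, with 4 up after median-ratio scaling or with any single NC sample left out and 11 up without Dis sample 1.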

Although MURF-1 protein expression was increased in atrophy muscles, ATROGIN-1 protein was not changed significantly. Second, thermoplastic bandage method caused less skin irritation/edema but high escape rate if user is not skilled enough. The hardening time of polyvinyl siloxane depends activator concentration. In our preliminary trial, we found mice escaped from bandage in 10 min after woke up from anesthesia if polyvinyl siloxane was not dried completely. Thus, the suitable activator concentration and hardening time need to be tested for each user.

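The paper concludes that disuse of the hindlimb goes with inflammation and altered glucose and lipid metabolism, and that these led to atrophy. The fixed lists give counts for programs of both kinds. On the inflammatory side, 14 of 25 acute-phase genes and 4 of 15 neutrophil genes were high enough to test, and 0 of either passed in Dis against Con, while 14 of 14 and 4 of 4 are higher by sign on deposited TPM (medians 1.035 and 1.876). Without Dis sample 2 these are 8 of 14 and 3 of 4, with 1 acute-phase gene falling, and 3 acute-phase and 2 neutrophil genes rise without Dis sample 1. Dis sample 2 holds the highest level of 23 of the 25 acute-phase genes. Interferon-stimulated genes gave 2 up and 0 down of 22, with 0 when adjusted over the list alone or without Con sample 1 or 2. On the metabolic side the falls include 16 of 36 genes of the citric acid cycle and of fatty acid and ketone oxidation, of which 0 rose (8 down without Con sample 1). Of 22 glucose homeostasis genes 6 rose and 5 fell, or 3 and 5 after median-ratio scaling and 2 and 4 without Con sample 1. Among 20 glucocorticoid-responsive genes 7 rose and 0 fell, and median-ratio scaling leaves 4 up and 1 down, with 1 up without Con sample 1 and 4 without Con sample 3. Tsc22d3 and Sgk1, both switched on by the glucocorticoid receptor, changed by 0.83 and 0.99 (limma adjusted p = 0.0166 and 0.00617). Muscle loss itself was measured by the paper outside these data, and 3 samples at a single time cannot order the programs in time.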

Thermoplastic bandage immobilization-induced hindlimb muscles disuse is correlated to inflammation responses and glucose/lipid metabolism, which resulted in striatum muscle atrophy. Notably, our model has less adverse effects and shows an easier to performed way to induce disuse muscle atrophy. This new approach may help understand the molecular mechanisms underlying immobilization-induced skeletal muscle atrophy and develop screening system to develop therapeutic drugs to prevent muscle loss on patients during immobilization.

### Supplementary Information

Supplementary Information 1.

Supplementary Information 2.

## Data Availability

The sequencing data regarding this study has been uploaded to the Gene Expression Omnibus (GEO) with Accession Number GSE237537 and is accessible via this link: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE237537.

# Supplementary material for: A non-invasive mouse model that recapitulates disuse-induced muscle atrophy in immobilized patients
**Source:** Sci Rep. 2023 Dec 14;13:22201. doi: 10.1038/s41598-023-49732-8
**Supplement:** Supplementary file 1 — Supplementary Information 1.

Supplementary data:

Supplementary Table 1: List of gene names and log 2 ratio of Dis versus Control group

# Supplementary material for: A non-invasive mouse model that recapitulates disuse-induced muscle atrophy in immobilized patients
**Source:** Sci Rep. 2023 Dec 14;13:22201. doi: 10.1038/s41598-023-49732-8
**Supplement:** Supplementary file 2 — Supplementary Information 2.

**S**upplementary Table 1: TaqMan probe and primers for quantitative PCR

| Gene name | Assay ID |
| --- | --- |
| Csrp3 | Mm00443379_m1 |
| Ccn4 | Mm01200484_m1 |
| Tnfrsf11b | Mm00435451_m1 |
| Hdac4 | Mm01299553_m1 |
| Igfn1 | Mm00617360_m1 |
| Junb | Mm04243546_s1 |
| Cdh1 | Mm01247356_m1 |
| Nos1ap | Mm01290688_m1 |
| Hist2h2aa1 | Mm00501974_s1 |
| Tgfbr1 | Mm00436964_m1 |
| Fbxo32 | Mm00499523_m1 |
| Trim63 | Mm01185221_m1 |
| Mettl21e | Mm01256359_m1 |
| GAPDH | Mm99999915_g1 |

How the deposited data were processed for this re-analysis (not part of the article)

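RNA was read from 9 gastrocnemius samples in 3 groups of 3: the immobilized leg (Dis), the free leg of the same mice (Con) and muscle of mice that were not immobilized (NC). The authors made the deposited values as follows, by the labels and the methods: reads were demultiplexed with bcl2fastq 2.20 and trimmed with Trimmomatic 0.36, aligned with HISAT2 (no version given), and assembled and quantified with StringTie 2.1.3. The authors tested genes with DEseq 1.39.0 and sorted functions with ClusterProfiler 3.6. The deposited tables are in TPM, 1 table per sample, scaled to the same total in each sample. The genome build is not named. Of the gene identifiers, 54901 are in GENCODE mouse release 21 at the same coordinates, so that release was used for positions and gene types.

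TPM holds no read totals, so depth per sample is unknown and no counting error or detection limit was computed. The stand-in of 0.0001 TPM was read as 0. Genes with at least 0.3 TPM in at least 3 of the 9 samples were kept (16140). Each comparison was fitted to log2(TPM + 0.5) over the 3 groups with limma 3.58.1 in R 4.3.3, with the mean trend and Benjamini-Hochberg adjustment, at an adjusted p below 0.05. The comparisons were Dis with Con, Dis with NC, Con with NC, and Dis with the 6 controls together. Fold changes are differences of mean log2 values unless a ratio of mean TPM is named. Means are given with the SD over 3 samples and fold changes with the SE of limma. Scaling factors beyond TPM were not applied in the values reported first, and the counts under other scalings stand beside them.

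Genes named are those the paper names, the 10 largest called changes each way for Dis with Con and 5 each way for the other comparisons (with separate groups and a mean of at least 1 TPM), and example members of 42 gene lists. The lists were written before the data were examined, but with sight of the paper's text, tables and Supplementary Table 1. Lists that share genes with these are therefore not independent of the paper's own picks. List members were counted as up, down or not past the threshold, over all genes and adjusted over the list alone. Camera with a preset correlation of 0.01, camera with an estimated correlation, and fry were run on each list. Jensen-Shannon distances used an exact permutation test, and the correlation with RT-qPCR used 100000 permutations across genes. The calls were tested on simulated data with the real means and spreads. For Dis with Con 26.0% of changes of 1.5-fold, 61.8% of 2-fold and 93.6% of 4-fold were recovered, with 7.4 false calls among 140.5 on average. The simulated noise was independent between genes and equally wide in each group, and 50 genes were raised at each fold. The real genes are correlated and Dis sample 2 stands apart, so these rates need not hold for the real calls.

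Alternatives tried were other pseudocounts (0.1 and 1), other filters, median-ratio and quantile scaling, rescaling without mitochondrially encoded genes, no mean trend, array weights, fits to the 2 groups compared, a replicate term, ratios of mean TPM, and leaving out each sample. Tables were handled in Python 3.11.15 with pandas 2.3.3 and numpy 2.4.6, and figures drawn with matplotlib 3.10.9. Count-based tests were not run, since the values are TPM. Enrichment terms, the protein network and the cofactor search were not rebuilt, since they need outside databases. Muscle weight, histology and protein levels are not in these files.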

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

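The tests of blood, skin, macrophages, scaling and fibroblasts were chosen after the results they bear on were seen, and the other splits of the samples were set beforehand.

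These results lie in genes, a sample or a comparison for which the paper reports no analysis, and they were flagged for that alone. Of 33 proteasome subunits tested 30 are higher in Dis than in Con, 18 after median-ratio scaling and 19 without Con replicate 1. Rbm3 and Cirbp, RNA-binding proteins that cells make in the cold, rose by 1.62 and 1.38 on the log2 scale. In Dis replicate 2, 18 macrophage and monocyte genes have their highest level of the 9 samples. For Con with NC the paper reports no comparison of gene lists: median log2 differences of Con over NC are 0.913 for the matrix list, 0.508 for the heat shock list and 0.694 for the embryonic and cardiac sarcomere list.

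Dis replicate 2 carries transcripts of inflammation that the other samples lack, such as Saa3 at 50.3 TPM, and 18 of 18 listed macrophage and monocyte genes are highest there, at 8.02 times the median of the others. Blood left in the sample is argued against by a haemoglobin share of 0.0234%, inside the 0.0157 to 0.0435% of the others. Skin as the main source is argued against by the keratins, among the abundant transcripts of skin, since Krt5, Krt14, Krt1 and Krt10 sum to 1.31 TPM beside 50.3 for Saa3. Krt5, Krt14 and Krt1 read 0.126, 0.379 and 0.225 TPM in that sample and 0 in each of the other 8, so a trace of skin stays open. More macrophages and monocytes in that muscle also stay open, since the genes that show the pattern cannot test its source, and whether the splint, an injury or an infection lies behind it was not tested.

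Con lies above NC in matrix, heat shock and embryonic sarcomere genes, although limma called 0 members over all genes. An unadjusted p below 0.05 holds for 1008 of 16140 genes, where chance alone would give a share of 0.05. Scaling, which moves all genes alike, is argued against by a median of 0.0071 over all tested genes. More fibroblasts of the kind that carries the listed markers are argued against by those markers. Their median is -0.123 (quartiles -0.16 to 0.10), beside quartiles of 0.64 to 1.57 for the matrix list. Fibroblasts without these markers were not tested. Collagens move with the matrix list and not with the markers: 19 of 20 are higher in Con (median 0.61, quartiles 0.31 to 1.01). Other cell-type lists differ too: 16 of 16 macrophage and monocyte genes (median 0.639), 14 of 14 adipocyte genes (0.507) and 10 of 11 tendon genes (0.36) are higher in Con, and 15 of 17 Schwann cell genes are lower (-0.315), while without Con replicate 1 the list mean is 0.038 for adipocytes and -0.702 for tendon. Camera with an estimated correlation gives adjusted p = 0.649 for the matrix list, 0.55 for heat shock, 0.0978 for the embryonic list, 0.909 for macrophages, 0.83 for adipocytes, 0.911 for tendon and 0.83 for Schwann cells. Other shares of cell types and use of the free leg by an immobilized mouse, which the design names, may each raise such genes, and no test here isolates them, so the pattern stays open.

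Other splits of the same samples give the following counts of called genes. For Dis with the 6 controls the real split gives 4046 genes and the others at most 7, so 1 of 84 is as large. That share lies under 0.05 and is the smallest that 84 splits can give. The splits treat the samples as exchangeable, although Con and Dis come from the same mice. With 3 samples against 3 the 10 splits are too few for a share under 0.05. Dis with Con gives 2770 genes and the highest other split 3. Dis with NC gives 2676 and 2, and Con with NC gives 1 and 1, where 2 splits are as large. At an unadjusted p of 0.05 or less the values are 397 and 200 for 2-fold and 40 and 11 for 4-fold, and at an adjusted p of 0.05 or less and 2-fold 328 and 3. Lists called by camera with its preset correlation number 17 for Dis with Con (highest other 21, with 5 splits as large), 15 for Dis with NC (18, with 6) and 11 for Con with NC (14, with 6).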

How the results depend on the processing

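Tests chosen after the results were seen are the ratio of mean TPM with no filter and the stand-in kept, and leaving out samples for the Supplementary Table 1 counts and for list members past the threshold. The other alternatives were planned.

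Genes at an unadjusted p of 0.05 or less and 2-fold number 397. They are 714 with log2(TPM + 0.1), 825 by the ratio of mean TPM, and 1477 with no filter and the stand-in kept. At 4-fold the 40 become 102, 149 and 624 in the same order, and 23 with log2(TPM + 1). At an adjusted p and 2-fold the 328 become 514 by the ratio of mean TPM.

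Called genes for Dis with Con, Dis with NC and Dis with the 6 controls number 1180, 1450 and 1987 after median-ratio scaling, and 1192, 1407 and 1977 after quantile normalization. Fitting only the 2 groups compared gives 848 and 1230. Array weights give 2542 for the 6 controls. Con with NC has 2 with no filter, 43 with array weights, 7 with only the 2 groups compared and 2 with the replicate block. The replicate block gives 2992 for Dis with Con and 2182 for Dis with NC. Residuals of Con and Dis samples with the same number correlate at -0.011, -0.019 and 0.022. Over all combinations of a Con and a Dis sample the values run from -0.086 to 0.089. No combination shows a shared mouse, so this check cannot tell whether the numbers mark mice. List calls fall to 0 in each of the 3 comparisons with the estimated correlation, and fry calls 1 for Con with NC.

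With samples left out in turn, Dis with Con runs from 700 (without Con replicate 1) to 2897 (without Dis replicate 1), Dis with NC from 836 (without NC replicate 1) to 3095 (without Dis replicate 1), and Con with NC from 1 to 8 (without Dis replicate 2). At an unadjusted p and 2-fold they run from 369 to 599, and at an adjusted p and 2-fold from 198 (without Con replicate 1) to 453 (without Dis replicate 1). List members past the threshold for Dis with Con run from 19 to 30 up for the proteasome, and for genes down from 5 to 20 for nuclear-encoded oxidative phosphorylation, 7 to 11 for slow sarcomere, 6 to 12 for heat shock and 2 to 14 for the matrix. The 454 higher genes of Supplementary Table 1 run from 291 (without Dis replicate 2) to 436. The adipocyte list changes sign without Con replicate 1: its mean runs from -0.928 to 0.187 for Dis with Con and from 0.038 to 0.99 for Con with NC. Among single genes and lists under the alternatives, 6936 results stayed on the same side of the threshold and in the same direction. Another 459 dropped below it and 148 passed it. A further 185 moved, by a change of sign with neither fit past the threshold or by a shift in a count. In 2 more the sign changed where a fit passed. The cause was not tested for these shifts.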

Differences from the paper's values

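Tests chosen after the results were seen are the ratio of mean TPM with no filter and the stand-in kept.

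The paper gives 787 genes, 454 higher and 333 lower, at p below 0.05 and 4-fold or more. At those thresholds 40 genes are found here, 11 higher and 29 lower. None of the 22 alternatives set before the data were examined comes within 1.5 times of the paper's 787, 454 or 333. With no filter and the stand-in kept, a setting chosen after seeing the values, 624 genes are found. It drops 642 of the paper's 787. By the ratios the paper itself prints, only 207 of its genes reach 4-fold (108 higher, 99 lower). No 4-fold cut on those ratios can return the 787, so much of that drop was fixed by the threshold. The ratio of mean TPM gives 149 genes at 4-fold (64 higher, 85 lower).

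The ratios in Supplementary Table 1 start at 2-fold, so the paper's 787, 454 and 333 were also set beside 397, 223 and 174 genes at 2-fold or more. For the total and the higher genes, log2(TPM + 0.1), the ratio of mean TPM and leaving out Dis replicate 1 come within 1.5 times, and the other 19 do not. For the lower genes log2(TPM + 0.1), the ratio of mean TPM, median-ratio scaling, quantile normalization, rescaling without mitochondrially encoded genes and leaving out Dis replicate 2 do, and the other 16 do not.

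For Nos1ap the paper's text gives a 3.6-fold rise, and here it is 2.26-fold. Rescaling without mitochondrially encoded genes and leaving out Dis replicate 3 bring the values within 1.5 times, and the other 18 alternatives with a value do not. The text does not say which assay its fold is from. The paper's 3.6 equals the RT-qPCR fold printed in Fig. 4, and the log2 ratio of mean TPM here is 3.92.

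The 45 log2 ratios of Tables 1 to 3 lie within 0.0098 of the ratios of mean TPM computed here with the stand-in kept.

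Several genes the paper calls changed are not called here. The paper states that RANKL and Tnfsf14 rose. Neither passes the filter, and with no filter neither is called (adjusted p = 0.44 and 0.363 in limma). It states that Igfals fell, where limma gives an adjusted p of 0.102, and no setting calls it. It states that MuRF1 mRNA rose, prints an RT-qPCR fold of 3.9 for it, and reports more MuRF1 protein. Trim63 has an adjusted p of 0.055, and it is called with a filter of 1 TPM, with the replicate term, and without Dis replicate 3. Against NC it passes (adjusted p = 0.0465). Col8a2 is placed among changed genes (adjusted p = 0.222, called in no setting). H2ac18 (adjusted p = 0.164) is called without Dis replicate 2, Ptx4 (0.0981) without Con replicate 2, and Tecrl (0.0973) without Con replicate 1. Of the table genes under the filter, Cd300ld2, Cdh1 and Gpr85 are called with no filter and after rescaling without mitochondrially encoded genes, and Slc6a19 with no filter. Saa3, Cxcl5, Saa1, Fetub, Cyp1b1, Slc28a1, Sprr1a, Mup11, Tmem171 and Lrrc15 are called in no setting. The other 25 tested table genes pass in the paper's direction.

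The paper states that MAP kinases and NF-kB did not change. Of 22 such genes 15 did not pass, while 6 rose and 1 fell. After median-ratio scaling 1 rises and 1 falls, and after quantile normalization 1 rises and 2 fall, and with single samples left out the rises run from 1 to 7.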

Other observations

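The tests of leg temperature and of shared reads were chosen after the results were seen.

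The paper does not report on nerve-sheath genes. Of 17 Schwann cell and myelin genes tested, 4 rose, 0 fell and 13 did not pass on deposited TPM, and 9 rose when adjusted over the list alone. After median-ratio scaling 0 pass, while the list median goes from 0.747 to 0.635 (0.664 after quantile normalization, 0.791 without mitochondrially encoded genes). The rises number 8 without Dis replicate 2, 0 without Con replicate 3 and 1 or 2 without Con replicate 1, Con replicate 2, Dis replicate 3 or an NC replicate. Against NC 1 rose, 0 when adjusted over the list alone (camera adjusted p = 0.199, and adjusted p = 0.851 with an estimated correlation), and 15 of the 17 are lower in Con than in NC. Mbp and Prx, proteins of the myelin sheath, are among those that rose. Of 51 cytosolic ribosomal proteins 7 rose and 1 fell, and after that scaling 0 rise and 1 falls. The rises number 0 without Con replicate 1, 3 without Con replicate 2, 4 without Con replicate 3 or NC replicate 1, and 20 without Dis replicate 3.

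Rbm3 is at least 1.65 times as high in each Dis sample as in any control sample, and Cirbp 1.58 times. Heat shock genes move the other way, with a list median below that of all genes by 0.70 against Con and by 0.34 against NC on the log2 scale. A lower temperature of the splinted leg and less work by the muscle both stay open, since the genes that raised the idea cannot test it, and temperature was not recorded in these files.

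Counts past the threshold differ with the control leg. Slow sarcomere genes give 10 down against Con and 6 against NC, and matrix genes 6 down against Con and 0 against NC, where 2 rose. With single samples left out the slow falls run from 7 to 11 against Con and from 2 (without NC replicate 1) to 7 against NC, and the matrix falls against Con from 2 (without Con replicate 1) to 14 (without Dis replicate 2). Embryonic and cardiac sarcomere genes give 4 down and 0 up against Con, and 1 down and 2 up against NC. Compared directly, Con and NC differ at 0 members of the slow, matrix and embryonic lists in limma over all genes, and at 4, 13 and 5 adjusted over each list alone. Camera gives adjusted p = 9.05e-05, 4.91e-17 and 4.72e-06 with the preset correlation, and adjusted p = 0.83, 0.649 and 0.0978 with an estimated correlation.

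H2ac18 reads 34.97, 0.0878 and 131.8 TPM in Dis, 0.0583, 0.0628 and 0.0718 in Con, and 68.85, 0.0583 and 0.0618 in NC. Division of reads between overlapping genes may account for it: its coefficient of variation over the 6 controls is 244%, that of Gm20634 43.3%, and that of their length-weighted sum 8.18%. The sum is 1.55 times as high in Dis as in Con, and higher in each Dis sample than in the 6 controls (exact permutation p = 0.0119, the smallest that 84 choices can give). No biological explanation was tested. Gapdh reads from 119.6 to 905.5 TPM. The 118 genes that share sequence with it sum to 8985 to 12990 TPM and outweigh it, so a coefficient of 11.4% for the sum with Gapdh, beside 11.5% for those genes alone, says nothing on whether reads were divided.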
